# Transcriptome profiling of sheep granulosa cells and oocytes during early follicular development obtained by Laser Capture Microdissection

**DOI:** 10.1186/1471-2164-12-417

**Published:** 2011-08-18

**Authors:** Agnes Bonnet, Claudia Bevilacqua, Francis Benne, Loys Bodin, Corinne Cotinot, Laurence Liaubet, Magali Sancristobal, Julien Sarry, Elena Terenina, Patrice Martin, Gwenola Tosser-Klopp, Beatrice Mandon-Pepin

## Abstract

**Background:**

Successful achievement of early folliculogenesis is crucial for female reproductive function. The process is finely regulated by cell-cell interactions and by the coordinated expression of genes in both the oocyte and in granulosa cells. Despite many studies, little is known about the cell-specific gene expression driving early folliculogenesis. The very small size of these follicles and the mixture of types of follicles within the developing ovary make the experimental study of isolated follicular components very difficult.

The recently developed laser capture microdissection (LCM) technique coupled with microarray experiments is a promising way to address the molecular profile of pure cell populations. However, one main challenge was to preserve the RNA quality during the isolation of single cells or groups of cells and also to obtain sufficient amounts of RNA.

Using a new LCM method, we describe here the separate expression profiles of oocytes and follicular cells during the first stages of sheep folliculogenesis.

**Results:**

We developed a new tissue fixation protocol ensuring efficient single cell capture and RNA integrity during the microdissection procedure. Enrichment in specific cell types was controlled by qRT-PCR analysis of known genes: six oocyte-specific genes (*SOHLH2*, *MAEL*, *MATER*, *VASA*, *GDF9*, *BMP15*) and three granulosa cell-specific genes (*KL*, *GATA4*, *AMH*).

A global gene expression profile for each follicular compartment during early developmental stages was identified here for the first time, using a bovine Affymetrix chip. Most notably, the granulosa cell dataset is unique to date. The comparison of oocyte vs. follicular cell transcriptomes revealed 1050 transcripts specific to the granulosa cell and 759 specific to the oocyte.

Functional analyses allowed the characterization of the three main cellular events involved in early folliculogenesis and confirmed the relevance and potential of LCM-derived RNA.

**Conclusions:**

The ovary is a complex mixture of different cell types. Distinct cell populations need therefore to be analyzed for a better understanding of their potential interactions. LCM and microarray analysis allowed us to identify novel gene expression patterns in follicular cells at different stages and in oocyte populations.

## Background

Many studies have been carried out to identify the mechanisms controlling early folliculogenesis (from follicle formation of the resting pool to the preantral stage). These early stages are important in regulating the size of the resting primordial follicle pool and the fate of the follicles, which in turn affects reproductive life span and fertility.

Even if the events of folliculogenesis are well-conserved among mammals, differences exist between species in the timing of specific developmental changes and more specifically, the role of several genes was shown to be different between mono-ovulating and poly-ovulating species. The formation of primordial follicles occurs within a few days after birth in rodents and during fetal development in primates and ruminants such as sheep (75 days of gestation) [1]. The primordial follicles are composed of diplotene oocytes surrounded by flattened pregranulosa cells. Transcriptomic studies in human and in rodents, showed that a number of genes, such as transcription factors (Figure 1 alpha) [2], zona proteins, meiosis-specific enzymes and nerve growth factors [3] have already been identified as being involved in primordial follicle assembly. Once formed, primordial follicles remain in a dormant phase until they are recruited to initiate growth towards the primary stage. Orchestrated communication between oocytes and somatic cells (granulosa cells and thecal cells) is required during this transition and during the subsequent growth of follicles. Different components of the extra-cellular matrix, such as growth factors and cytokines, acting in an autocrine and paracrine manner, are involved in this cross talk. For example, cytokines such as the kit-ligand, expressed in granulosa cells, and its receptor c-kit, expressed in oocyte and theca cells [4], are involved in the formation of primary follicles. Then, oocyte-secreted growth factors such as GDF9 and BMP15 are involved in primary to secondary follicle transition [5,6]. They co-operate to regulate proliferation of granulosa cells [7]. In addition, other factors such as FOXL2, AMH or NGF also play a role in these different steps of early folliculogenesis [8].

**Figure 1:**
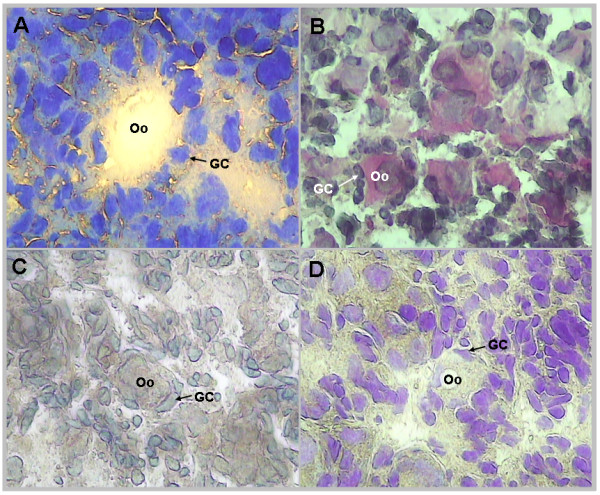
**Quality of tissue morphology with the four staining protocols**. New born ovary staining section (100 × magnifications) produced by: A. Toluidin blue. B. Hematoxylin Eosin. C. Histogen^®^. D. Cresyl Violet^®^. Abbreviations: Oo: oocyte, GC: granulosa cells.

Until now, efforts to discover genes have mainly focused on rodents and only a small number of genes are currently known, meaning that our basic understanding of the gene expression patterns driving early folliculogenesis is still very poor. More specifically, the expression of various oocyte-specific genes was demonstrated to be essential at a specific time during early folliculogenesis but little is known exactly about which granulosa cell factors play a specialized role in follicular development.

Moreover, all findings in rodent species are not necessarily applicable to other mammals, especially mono-ovulating species. Indeed, whereas mutations in the *BMP15 *gene cause infertility in ewes due to defects in folliculogenesis [9] and have been associated with premature ovarian failure (POF) in women [10-12], most defects in female mice lacking the bone morphogenetic protein BMP15 are confined to the ovulation process [13].

Finally, most transcriptomic studies of early folliculogenesis are based on homogenized tissues (whole ovary or follicles) [14-16], and do not take the multiplicity of cell types used in the analyses into consideration. Consequently, potentially valuable spatial information is lost and the minor cell components, expressed only in few cell types may be diluted below the level of detection.

Laser capture microdissection (LCM) allows precise microscopic isolation of pure cell populations from heterogeneous tissues for subsequent extraction and analysis of nucleic acids [17]. Conducting LCM experiments for gene expression profiling requires an acceptable tissue morphology to allow for histological selection of the desired cell type and to guarantee RNA integrity. Particularly, single cell LCM requires a lot of time to search for and identify cells of interest in the tissue section. Preserving RNA quality during this long process is challenging. Indeed, most existing protocols [18-22] do not guarantee the integrity of RNA during the long time required for microdissection.

In the present study, LCM was used to isolate oocytes and granulosa cells (GC) from new born sheep ovaries and their respective transcriptomes were compared using a 23 k bovine microarray and quantitative real-time PCR (qPCR).

We developed an LCM method allowing for a longer microdissection time without RNA degradation, to gain specific access to the follicular compartments, i.e. GC and oocytes, at each follicular developmental stage [23]. Starting from amplified RNA, gene expression profiles were monitored for each follicle population, according to cell type on an Affymetrix GeneChip Bovine array. Our results showed that microdissected samples were representative of the different compartments and stages and demonstrated the feasibility of using LCM and array hybridization to identify cell type and/or stage gene expression signatures in developing ovaries.

## Results

### LCM and RNA amplification

The purpose of any tissue preparation protocol for LCM is to obtain tissue sections allowing for unambiguous identification and successful capture of the cells of interest, while maintaining RNA integrity. Four staining protocols: Toluidin blue, Hematoxylin-Eosin (H&E), Histogen^® ^and Cresyl Violet^® ^were evaluated in terms of tissue morphology, maintenance of molecular integrity and capture success. Figure 1 shows that the best tissue morphology was provided by Cresyl Violet^® ^and H&E staining. The RNA Integrity Number (RIN) analysis revealed significant RNA degradation with Toluidin blue and Histogen^® ^staining (data not shown). Finally, although the Cresyl Violet^® ^protocol was the best both for identifying structures and for maintaining the best RNA quality, the ovary sections were fixed too tightly to the glass and capture did not exceed 50%. Consequently, we developed a new cold fixation protocol (70% ethanol fixation at -10°C), allowing efficient single-cell capture (Figure 2). In these conditions, RNA quality did not decrease more than 10% during the staining and microdissection period (up to 120 min). The RIN values typically obtained with RNA extracted from stained sections ranged between 6 and 8.7 and were similar to those obtained with standard fixation protocols (Additional file 1).

**Figure 2:**
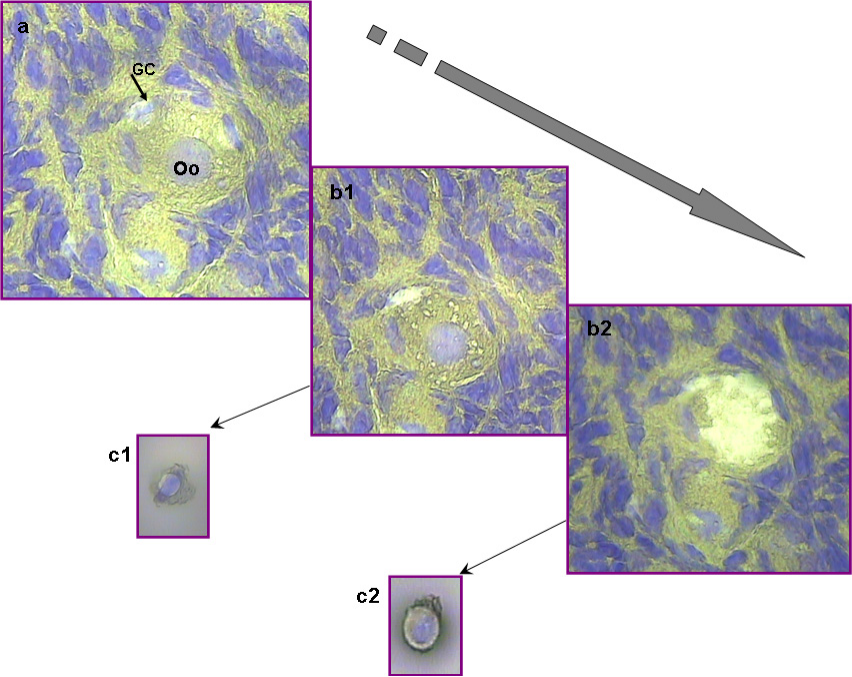
**Summary of the LCM capture of primordial follicular compartments**. Representative photographs of a primordial follicle before (a) and after (b) microdissection. GC were selected (a, arrow), dissected (b1) and collected in a cap (c1). The oocyte was dissected (b2) and collected (c2). Abbreviation: Oo: oocyte.

Using this protocol, the follicular compartments, i.e. GC and oocytes, were captured for each follicle stage: primordial (Pd), primary (Pm), secondary (Sec) follicles and the first antral stage as control (small antral: SA). After RNA extraction and amplification, the LCM-derived anti-sense-RNA (aRNA) samples appeared as a highly reproducible smear, ranging from 200 to 2000 bases in length across all samples (Additional file 2A). Table 1 summarizes the amount of estimated microdissected sections input and the aRNA yield for each LCM-sample.

**Table 1:** Microdissection and RNA yield

Follicular stage	Compartment	Replicates	Estimation of the number of sections input	aRNA yield (μg)
Primordial	Oocyte	3	130-160	7-28
	Granulosa	3	600	6-49
				
Primary	Oocyte	4	35-100	3-28
	Granulosa	4	100-490	2-24
				
Secondary	Oocyte	4	10-22	2-13
	Granulosa	4	Corresponding to 12-20 follicles	4-16
				
Small antral	Oocyte	2	13-15	4-20
	Granulosa	2	Corresponding to 12-13 follicles	44-55

Estimated number of microdissection sections input and corresponding yield of aRNA for each sample.

aRNA: amplified RNA

### Validation of sample specificity

The purity of the LCM-derived aRNA samples and the microarray data quality were examined by investigating specific gene expression of nine genes using quantitative real-time PCR (qPCR). Among them, six were oocyte-specific genes (*SOHLH2*, *MAEL*, *MATER*, *VASA*, *GDF9*, *BMP15*) and three known to be expressed in GC (*KL*, *GATA4*, *AMH*). Table 2 summarizes the results of the statistical analyses (see Material and Methods) for each gene. We identified significant interaction effects between compartments (oocyte, GC) and between stages (including early stages (Pd, Pm, Sec) and the first antral stage (SA)) for six genes. Significant differential expression between the compartments was confirmed for all the genes tested. Moreover, four genes showed a significant increase in expression associated with early follicular development (Table 2). For example, *BMP15*, *AMH *and *MAEL *expression increased between the primary and secondary developmental stage respectively. By contrast, *VASA, KL *and *SOHLH2 *displayed no significant differences between stages (Figure 3, 4). These results demonstrated that the LCM-derived aRNA samples were representative of the cell type and/or developmental stage concerned.

**Table 2:** Results of qPCR analysis

Gene	Microarray analysis			qPCR analysis			
		
		Compartment effect (O/GC)		Follicular stage		Interactions	
			
	O/GC Fold change	Fold change	P value class	Fold change	P value class	Compartment/stage	Expression profile Oocyte () GC ()
SOHLH2 VASA WEE	O only	194.5 184.6 2.2	*** *** *			*	
MAEL MATER GDF9 BMP15 SIRT7	2.3 1.5 1.3 5.2	229.4 14.3 374.5 316.7 33.0	*** * *** *** **	4.2 33.9 13.9 627.2 12.2	* *** * * ***	* *** ** * ***	
KL GATA 4 LAS1L PHGDH	-7.5 -2.1 GC only GC only	-3.6 -8.7 -1.8 -3.6	** * * NS: 0.067				
AMH FST	-7.3	-54.7 -697.5	* *	1608.8 122.3	** *	** *	

O/GC fold change corresponds to the highest oocyte expression of the 3 follicular stages versus the lowest ones. For genes overexpressed in GC, a minus sign was added to the GC/O fold change.

Follicular stage fold change corresponds to the highest expression stage versus the lowest within a compartment.

For each gene, a one-way ANOVA model was fitted with the 2 factors: "stage" (4 levels) and "compartment" (2 levels) with interactions using R statistical software.

The expression profile column visualizes the expression level of each compartment: bold line is used for oocyte expression and double line for GC expression. The slope symbolizes a significant increase of the expression during the follicular development.

P-value class: *: p < 0.05; **: p < 0.01; ***:p < 0.001; NS: non specific

Abbreviations: O: oocyte (red line), GC: granulosa cells (blue line)

**Figure 3:**
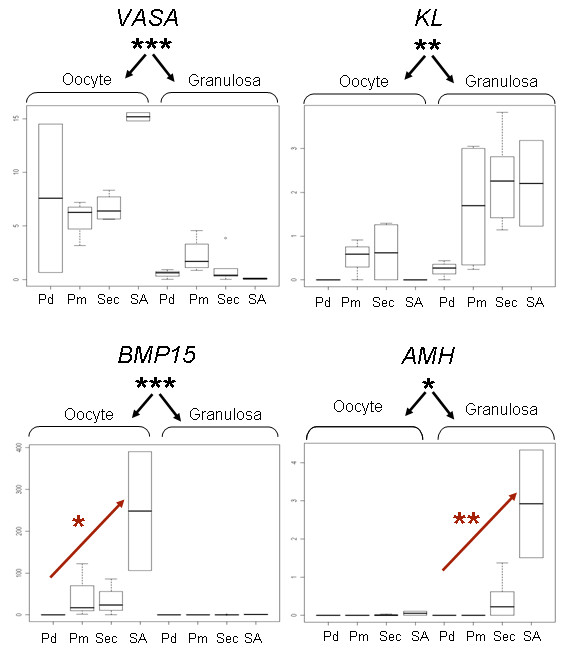
**Gene expression profiles**. Relative quantification throughout early follicular development and in the two follicular compartments (n = 3-4 except for Ant, n = 2). Profiles showed a significant increase in gene expression for *BMP15 *and *AMH *from the primary and secondary stage, respectively. By contrast, *KL *and *VASA *genes were expressed at all stages from the primordial follicular stage on, with no significant differential expression during the process of early folliculogenesis. The Y axis corresponds to the relative expression normalized by 2 reference genes (*Actin β *and *RPL19)*. The X axis corresponds to the different follicular stages of the 2 follicular compartments. Abbreviations: Pd: primordial, Pm: primary, Sec: secondary, SA: small antrum. *< 0.05, **< 0.01.

**Figure 4:**
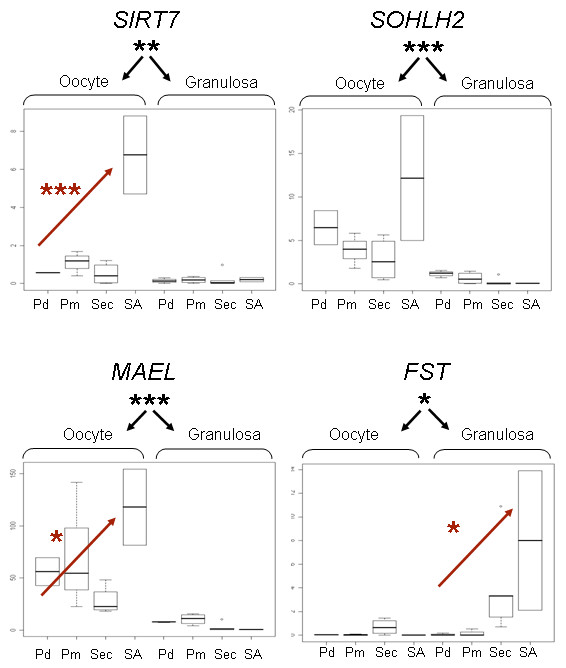
**SOLHL2, MAEL, *SIRT7 *and *FST *expression profiles**. Relative quantification of *SIRT7*, *SOLHL2*, *MAEL *and *FST *mRNA throughout early follicular development (Pd, Pm, Sec) and small antrum (SA) and in the 2 follicular compartments (n = 3-4 except for SA n = 2). The Y axis corresponds to the relative expression normalized by 2 reference genes (*Actin β *and *RPL19)*. The X axis corresponds to the different follicular stages of the 2 follicular compartments. Abbreviations: Pd: primordial, Pm: primary, Sec: secondary, SA: small antrum. *< 0.05, ***< 0.001.

### Global gene expression analysis

To explore global gene expression in the cell types and/or early developmental stages, the ovine LCM-derived aRNA samples were hybridized to the Affymetrix Bovine Genome Array, as generic microarray is not available in sheep, and the bovine and ovine genomes are phylogenetically close.

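The LCM-derived aRNA of each condition was hybridized to 1 array, giving 3 oocyte and 3 GC arrays, 1 for each of the primordial, primary and secondary stages. Each sample came from a pool of 2 animals for the primordial and secondary stages and of 4 animals for the primary stage, so a condition has no replicate. The deposited values are linear MAS5 signals for 24128 probe sets, each array scaled by the authors to a mean of 100 after trimming 2% at each end, with no further normalization between arrays. Median signals were 29.3, 36.8 and 35.7 on the primordial, primary and secondary oocyte arrays, and 28.4, 36.5 and 29.0 on the matching GC arrays. Detection calls were not used here, so a probe set was counted as detected on an array when its signal ranked within the number of present probe sets that Table 3 gives for that array, after leaving out 112 control probe sets. The lowest signal counted as detected ranged from 49.4 on the primordial GC array to 77.7 on the primary oocyte array. Oocyte and GC arrays were compared with limma on log2(signal + 16) with stage as a factor, so that the 3 stages act as the repeats of the compartment comparison, over the 11080 probe sets detected on at least 1 of these 6 arrays and with p-values adjusted by the Benjamini-Hochberg method. Of 24016 probe sets, 13318 carry a single gene symbol, and a gene with several tested probe sets is represented by the one with the highest mean log2 signal. The number of arrays limits the precision of every value. These choices, the gene lists and the rule for the genes to be named were fixed before the data were examined.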

First, to assess the reliability of the heterologous hybridization on the bovine microarray, we compared hybridizations with RNA from bovine and ovine fetal gonads. 

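Total RNA of ovine fetal ovary (132 days post coitum) was labeled by each of the 3 protocols and that of bovine fetal ovary by protocol P1, with 1 array for each and no replicates. The 4 arrays carry the same kind of MAS5 signal as the LCM arrays, and their median signals were 40.8 for cattle P1, 31.8 for sheep P1, 25.5 for sheep P2 and 25.1 for sheep P3. The number of probe sets counted as detected was 13777 for cattle P1, 12016 for sheep P1, 9313 for sheep P2 and 9120 for sheep P3, taken from the percentages of present calls in Additional file 3, with the probe sets ranked by signal. These arrays were compared by values alone, without a test.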

Hybridization with the ovine fetal gonad RNA sample revealed an average of 49.8% of the probe sets called as "present" (scored probe sets detected using the Affymetrix algorithm) compared to an average of 57.1% for the bovine counterpart sample. Around 90% of these probe sets were shared (Additional file 3). 

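CRABP1, a binding protein for retinoic acid, had a signal of 1425.7 on the sheep P1 array and 45.9 on the cattle P1 array, a 23.3-fold ratio of signal + 16. GDF9, a growth factor of the oocyte, had 1084.1 in sheep and 49.6 in cattle, a 16.8-fold ratio, and CA5A, PRSS2 and ERP27, below the detection limit in cattle, were at least 12.2-fold, 7.08-fold and 14.2-fold higher in sheep. In the other direction, BOLA, a class of bovine histocompatibility antigens, had signals of 15.1 in sheep and 1905.1 in cattle, at least 40.2-fold higher, and ISCU, KDELR2, CD99 and SMOC2 were at least 17.1-fold, 13.2-fold, 19.3-fold and 14.4-fold higher in cattle, all below the detection limit in sheep. Of the 12016 probe sets detected in sheep, 10918 were also detected in cattle, which is 90.9%. Among 14875 probe sets detected in either species, 85 were at least 10-fold lower in sheep and 13 at least 10-fold higher with signals below the detection limit raised to it, while the median log2 difference was -0.04. With a single array for each species these ratios have no error, and the shared percentage was 75.2% when 7500 probe sets were counted on both arrays. The age of the bovine fetal ovary is not given in the sources used here, and the probes are bovine. Fetal age and the match of the probes therefore cannot be told apart from a difference in expression.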

The percentage of ovine transcripts detected in this control experiment is similar to a previous report using ovine mRNA on the Affymetrix GeneChip Bovine array [24]. This result demonstrated the possibility of using heterologous hybridization in our conditions.

Next, in order to keep LCM-derived aRNA samples for further expression experiments, we assessed the quality of Arcturus turbo™ labeling (indirect labeling after RNA amplification) compared to that of the Affymetrix labeling kit. Ovine fetal gonad RNA was subjected to three different labeling protocols (P1: Affymetrix standard target labeling, P2: two amplification rounds followed by Affymetrix cDNA labeling and P3: Arcturus turbo™ labeling kit) and hybridized to the Affymetrix Bovine Genome Array. The sensitivity and reliability of these protocols were evaluated using three measures of GeneChip performance (see Materials and Methods) provided by the Affymetrix algorithm (Additional file 3). The double round amplification data revealed a slight reduction in the number of "present" calls. 

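Of 24016 probe sets, the share with a signal of at least 100 was 27.2% on the ovine fetal ovary P1 array, 24.8% with P2 and 23.4% with P3. On the LCM arrays it ranged from 21.2% for primordial oocytes to 23.6% for secondary oocytes. Of the probe sets counted as detected with P3, 91.4% were also detected with P1.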

The Scale Factor was similar in all hybridizations. 

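GAPDH, a glycolytic enzyme used as a control transcript, had a 3'/5' signal ratio of 1.19 on the ovine fetal ovary P1 array, 67.7 with P2 and 112.0 with P3, and its 3'/M ratios were 0.804, 10.8 and 15.0. On the LCM arrays the GAPDH 3'/5' ratio was 20.8, 19.7 and at least 186 for primordial, primary and secondary oocytes, and 10.6, 31.3 and 23.9 for the matching GC. The bound for secondary oocytes takes the lowest detected signal of that array, 71.3, in place of its 5' signal, which at 40.5 lay below it, against 240.6 to 713.1 on the other LCM arrays, while its 3' signal of 13272.4 lay below the 17013.7 of secondary GC. GST gave 3'/5' ratios of 0.08, 1.49 and 1.14 for P1, P2 and P3, and 3'/M ratios of 0.499, 2.87 and 1.54. On the 6 arrays where all GST signals were detected, the 3'/5' ratio was below the 3'/M ratio. On the other 4 the 5' and middle signals lay below the detection limit, so that their order there is uncertain. These are ratios of control probe set signals within an array and carry no error.

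**Figure D1:**
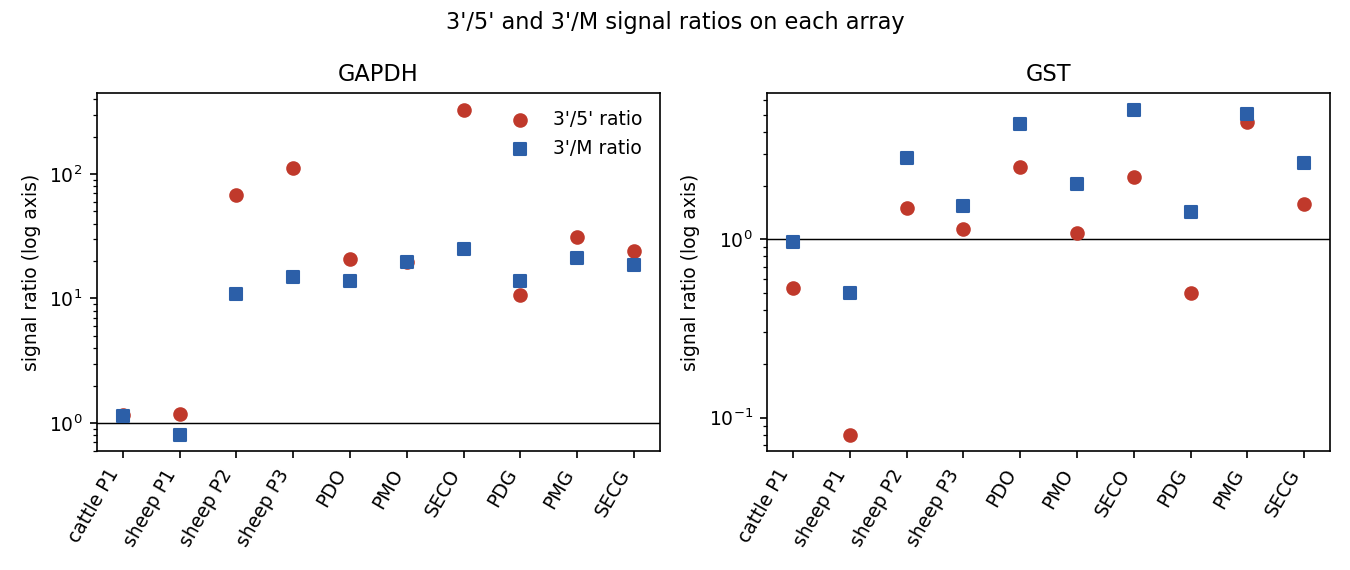
Ratios of the 3' probe set signal to the 5' signal (circles) and to the middle signal (squares) for GAPDH and GST on each array, on log axes, with the line at a ratio of 1. The GAPDH 3'/5' ratio is 1.17 and 1.19 on both P1 arrays. On the secondary oocyte array (SECO) the point at 328.0 divides by a 5' signal below the detection limit, and the bound is at least 186.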

Finally in labeling protocols from amplified RNA (P2; P3), the 3'/5' signal ratio was higher than the 3'/M ratio signal for two housekeeping genes (*GAPDH*, *GST*), demonstrating that the mean size of the aRNA obtained was shorter than Affymetrix standard labeling kit. Similar observations have been reported by others [25,26]. Since each round of amplification shortens the length of the RNA transcript, eventually resulting in the loss of 5' regions, the signal ratio between 3' and 5' probe sets consequently increases. In addition, the intensity signal of Arcturus turbo™ labeling aRNA showed a high level of concordance with the Affymetrix ones (r = 0.8).

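Across 24016 probe sets, the Pearson correlation between the ovine fetal ovary arrays labeled by P1 and by P3 was 0.835 on the log2(signal + 16) scale and 0.777 on linear signals. Over the 12799 probe sets detected on either array it was 0.72. The correlation is across probe sets of a single pair of arrays, and probe sets are not independent replicates. The paper assesses the labeling with a view to further use of LCM-derived aRNA and describes this concordance as high.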

The analysis of signal intensity values for the four *Bacillus subtilis *control transcripts that were added to all LCM-derived RNA samples before amplification (see Materials and Methods) showed comparable amplification in all the LCM-derived RNA samples and the ovine fetal ovary (r average: 0.92).

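The signals of the dap, lys, phe and thr transcripts of Bacillus subtilis, read by 24 probe sets, had a mean Pearson correlation of 0.971 over the 21 pairs formed by the LCM arrays and the ovine fetal ovary P3 array, with a range from 0.895 to 0.995. On the log2 scale the mean was 0.933. The level of the control transcripts differed more than their pattern. The mean signal of their 3' probe sets was 305.6, 530.0 and 128.9 on the primordial, primary and secondary oocyte arrays and 200.4, 1205.9 and 243.9 on the matching GC arrays, a 9.4-fold range, with 137.6 on the fetal ovary P3 array. The primary GC array, with the highest level, stands apart from the other LCM arrays. Correlations here are across probe sets within a pair of arrays, which are not independent replicates.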

### Cell profiling

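Probe sets counted as detected numbered 7828, 6794 and 7379 on the primordial, primary and secondary oocyte arrays and 8344, 6931 and 8092 on the matching GC arrays, by construction the numbers of Table 3. They overlapped to a total of 11080 probe sets detected on at least 1 array, and 4731 were detected on all 6. Those with a single gene symbol stand for 6107 genes, with 4164 to 4898 genes on an array. RPL19, a ribosomal protein of the large subunit, TRIB2, a pseudokinase, and VIM, the intermediate filament of mesenchymal cells, were among the genes detected on every array. With a signal of at least 50 as the limit on every array 13748 probe sets were detected, and with a signal of at least 100 it was 7762.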

Different follicle population hybridizations enabled us to detect 11,291 probe sets corresponding to 8652 annotated transcripts, split into 6794 to 8344 probe sets according to the samples (Table 3).

**Table 3:** Microarray results

	Our data		Mouse data (pan, 2005) Unigene
		
	present probe sets	unique annotated genes	
PDO	7828	6300	9258
PMO	6794	5603	9494
SECO	7379	6039	9420
PDG	8344	6631	
PMG	6931	5708	
SECG	8092	6545	
Total detected	11291	8652	
Chip representation	24024	12404	25535

Distribution of the detected probe sets and unique annotated genes among the LCM-derived RNA samples.

'Total detected' refers to the whole detected probe sets within the LCM-derived RNA oocyte samples.

LCM-derived RNA oocyte samples were compared to Pan et al. data (Mouse oocyte data).

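RSU1, a Ras suppressor protein of cell adhesion sites, had signals of 227, 328 and 351 on the primordial, primary and secondary oocyte arrays and 41.6, 52.4 and 58.6 on the GC arrays, a 4.71-fold mean ratio. LIN7B was 3.01-fold higher on the oocyte arrays. FGF11 and PPP1R13L, whose probe sets used here lay below the detection limit on every GC array, were at least 1.90-fold and 1.73-fold higher. By these probe sets all were higher at every stage. Another tested probe set of PPP1R13L had a mean log2 difference of 0.03, with 37.7 in primordial oocytes and 57.4 in primordial GC. PGS1, an enzyme of phospholipid synthesis, had a 5.04-fold mean ratio, but signals of 99.4 and 97.4 on the secondary oocyte and GC arrays. The ratio was 3.22-fold without the primordial stage. Without the secondary stage it was 11.2-fold as measured and at least 3.18-fold as a bound, since PGS1 was not detected on the remaining GC arrays. Another tested probe set of PGS1 had a mean log2 difference of 0.09. TKTL1, C29H11orf98, AP3S2, LRRC51 and SARS2 complete the 10 oocyte genes given by the naming rule. On the GC side, VEGFA, the vascular growth factor, had a 3.95-fold higher mean on the GC arrays by the probe set used here. Its GC signals were 665, 885 and 1697 against 179, 300 and 262 on the oocyte arrays. Another tested probe set of VEGFA, detected on the primary GC array alone, had a mean log2 difference of -0.47. TRIB2 was 3.45-fold higher on the GC arrays, and TOX2 3.85-fold, with 203 in oocytes and 222 in GC at the primordial stage and a ratio of 2.33-fold without the secondary and 7.26-fold without the primordial stage.
None of these ratios passed the test: 0 probe sets were higher in oocytes and 0 in GC at an adjusted p under 0.05 from limma, where the lowest adjusted p was 0.409, and 617 and 624 probe sets had an unadjusted p under 0.05, against 554 in all that chance gives. With 64 added to the signal before the log, 1 probe set (RSU1) was higher in oocytes and 11 in GC, VEGFA, TPM1, TPM2, TPM4, MYH11 and TRIB2 among them. Without a test, 44 probe sets were at least 2-fold higher in oocytes at every stage and 58 in GC, against 110 and 122 with 1 added to the signal, 5 and 23 with 64 added, and 55 and 50 with median centring. Counted by detection, 1110 probe sets were detected on at least 1 oocyte array and no GC array, and 1590 on at least 1 GC array and no oocyte array, but only 31 and 104 of these were detected at all 3 stages of the compartment. The larger number lay on the oocyte side at the other limits: 2251 against 1526 with a signal of at least 50 (113 against 57 at all 3 stages), 1031 against 816 with a signal of at least 100 (47 against 55) and 1463 against 1284 with 7500 probe sets on every array (66 against 69).
Of 23 gene lists, camera called 7 higher in GC and 3 higher in oocytes. Those of GC were the GC, extracellular matrix, smooth muscle, theca and stroma, cytoskeleton, axon guidance and study GC network genes, and those of oocytes were the oocyte, oxidative phosphorylation and study oocyte network genes, both network lists having been chosen by the study on these arrays. None of these calls held in camera with an estimated correlation, where the lowest adjusted p was 0.393. That setting tests with the few residual degrees of freedom of these arrays and has little power, so it does not decide the calls. For the axon guidance, cytoskeleton and study GC network genes the estimated correlation was -0.0352, 0.00289 and -0.00762, under the preset 0.01. The calls of these lists were therefore not lost to correlation among their members. Fry gave an adjusted p of 0.105 at the lowest. With quantile normalization fry called the study oocyte network genes higher in oocytes (adjusted p = 0.00855). Over the probe sets detected on all 3 arrays of a compartment it called the axon guidance genes higher in GC (adjusted p = 0.0342). Leaving out the primordial stage reduced the 10 calls to 6. From the transcripts present in a single compartment, the paper builds its oocyte and GC gene lists and reasons from their functions to the cellular events of early follicle development.

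**Figure D2:**
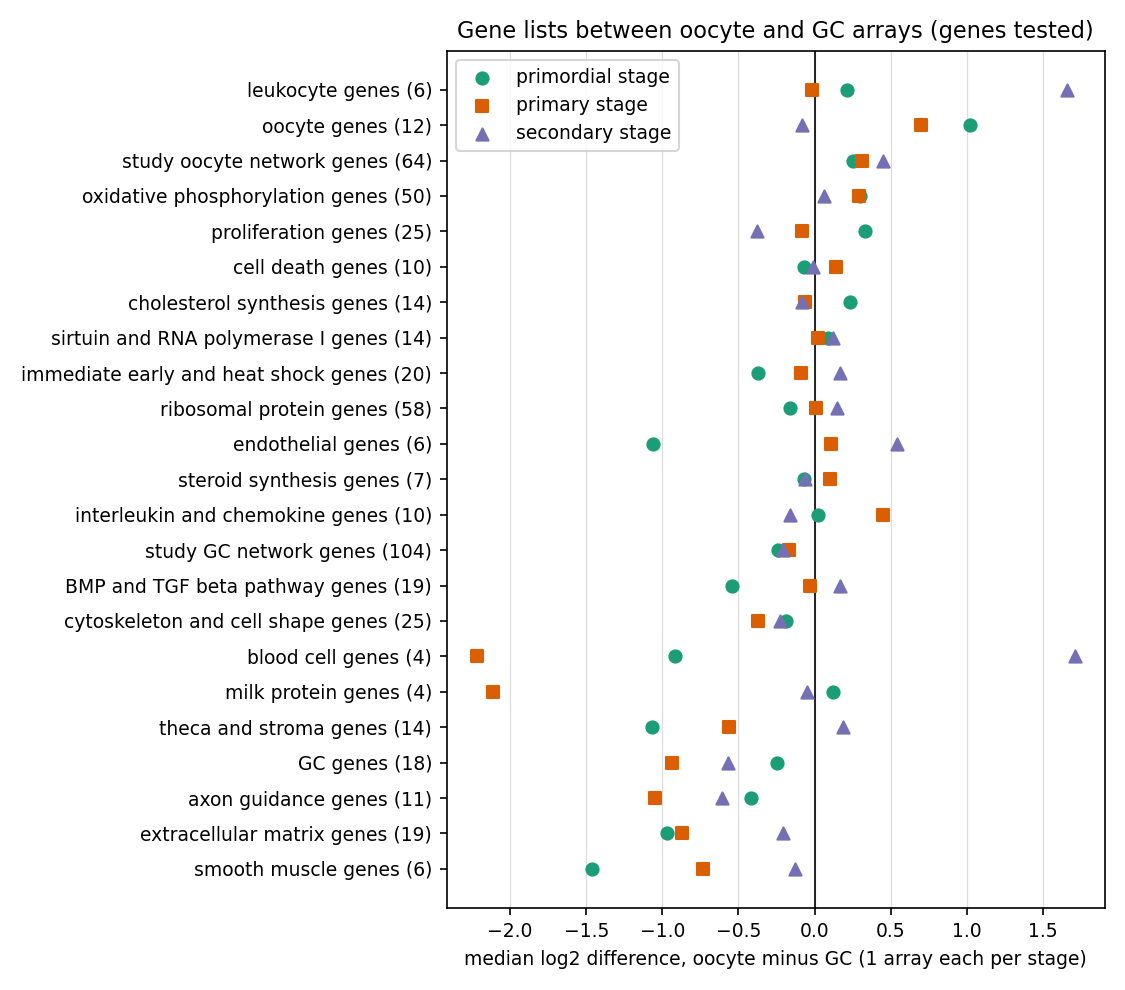
Median log2 difference between the oocyte and the GC array at the primordial (circles), primary (squares) and secondary (triangles) stage for each gene list, with the number of genes tested in brackets. The oocyte genes lie at 1.02, 0.70 and -0.08, and the smooth muscle genes at -1.46, -0.73 and -0.13.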

We also identified 1050 transcripts specifically expressed in GC and 759 transcripts expressed only in oocytes during early follicular development. Five genes (*KL*, *GATA4*, *MAEL*, *MATER*, *GDF9) *known as having compartment-specific expression were confirmed by microarray data and qPCR analyses (Table 2). 

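MAEL, a germ line protein of the piRNA pathway, was 2.11-fold higher on the oocyte arrays, with signals of 290, 411 and 407 at the primordial, primary and secondary stages against 218, 323 and 57.9 on the GC arrays. Its 3 probe sets gave mean log2 differences of 1.08, 1.19 and 1.27, each higher in oocytes at every stage. MATER (NLRP5), a maternal effect gene, was 1.51-fold higher on the oocyte arrays, and its signal was 861 in primordial oocytes against 184 in the GC, but 401 against 596 at the primary stage. GDF9 was 1.19-fold higher, with a clear lead only at the primary stage, where the signals were 476 and 240. GATA4, a transcription factor of GC, was 1.13-fold higher on the GC arrays, with 229 and 263 on the secondary oocyte and GC arrays. KL (KITLG), the ligand of the KIT receptor, had a signal of 43.7 on the secondary GC array and at most 18.2 on the other LCM arrays, and was not detected on any of them.
The mean log2 difference, oocyte minus GC, was 1.08 (standard error 0.49, adjusted p = 0.461 from limma) for MAEL, and the adjusted p was 0.684, 0.805 and 0.852 for MATER, GDF9 and GATA4. Without the primordial stage the difference of MATER was -0.17, without the primary stage that of GDF9 was -0.09, and without the secondary stage that of MAEL was 0.36.

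**Figure D3:**
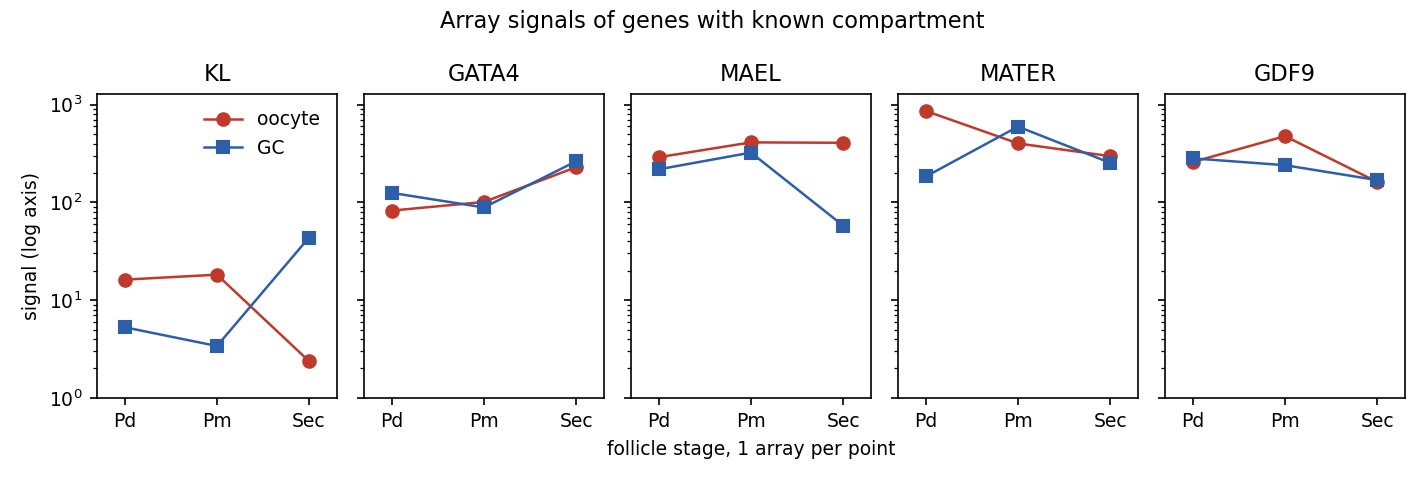
Signals of KL, GATA4, MAEL, MATER and GDF9 on the oocyte (circles) and GC (squares) arrays at the primordial (Pd), primary (Pm) and secondary (Sec) stages, 1 array per point, on a log axis. MAEL lies at 407 in secondary oocytes and 57.9 in secondary GC.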

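FST (follistatin), a binding protein for activin and BMPs, had signals of 107, 410 and 776 on the primordial, primary and secondary GC arrays and 15.2, 111 and 51.4 on the oocyte arrays, a 5.37-fold higher mean in GC. PHGDH, an enzyme of serine synthesis, was 2.53-fold higher on the GC arrays and higher at every stage, with 720 against 159 at the secondary stage. LAS1L, a protein of ribosome assembly, was 1.67-fold higher in GC and also higher at every stage, but detected on all 6 arrays. SIRT7, a nuclear sirtuin, was 1.70-fold higher on the oocyte arrays, with signals of 131, 112 and 67.5 against 60.0, 39.7 and 60.2. WEE1, a kinase that restrains entry into mitosis, was detected on the primordial oocyte array alone of the LCM arrays, at 94.8 against 33.2 in the GC, and no probe set carries the symbol WEE2.
The log2 difference, oocyte minus GC, was -2.43 (standard error 0.43, adjusted p = 0.409 from limma) for FST, -1.34 (0.36, adjusted p = 0.409) for PHGDH, -0.74 (0.31, adjusted p = 0.443) for LAS1L and 0.76 (0.35, adjusted p = 0.462) for SIRT7, none past the threshold. With a variance trend in the moderation, chosen after seeing the data, the adjusted p of FST was 0.0462.

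**Figure D4:**
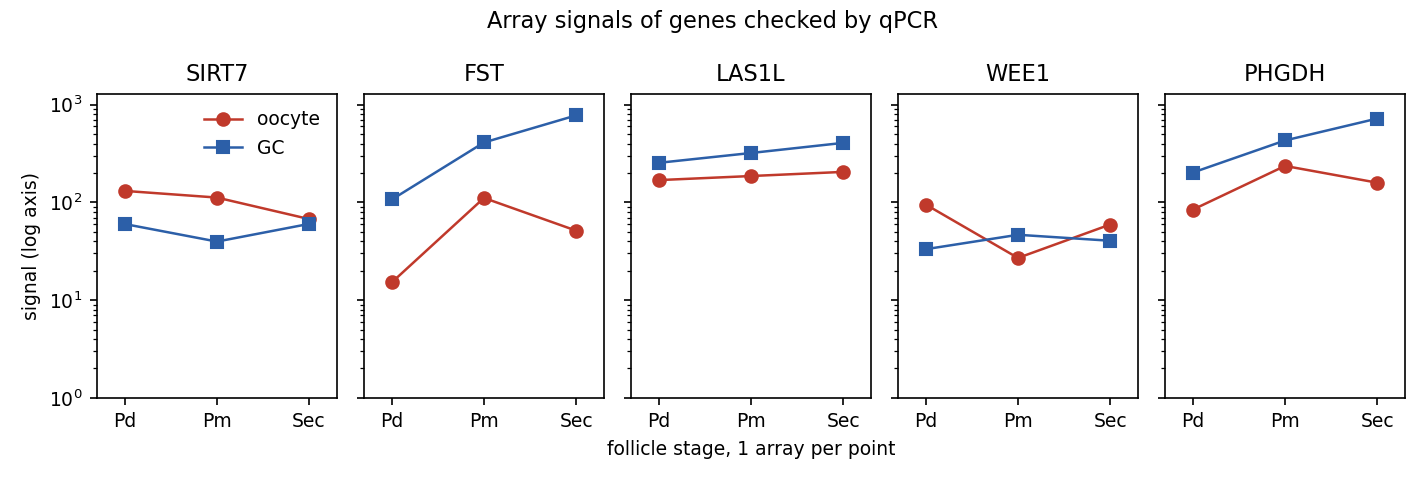
Signals of SIRT7, FST, LAS1L, WEE1 and PHGDH on the oocyte (circles) and GC (squares) arrays by stage, 1 array per point, on a log axis. The GC signal of FST is 107, 410 and 776 at the primordial, primary and secondary stages.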

Five additional genes (*SIRT7*, *FST, LASL1*, *WEE*, *PHGDH) *showing a new spatiotemporal expression were checked by qPCR and 4 of them were validated. Moreover, we observed a significant increase in *SIRT7, MAEL *and *FST *expression during early follicular development (Figure 4).

The biological relevance of the two specifically expressed gene lists (1050 + 759) was evaluated *in silico *using Ingenuity Pathway Analysis (IPA). A total of 1689 genes were identified as eligible by IPA and used to generate networks.

Seven significant biological networks for oocytes and ten significant biological networks for GC were selected (score > 18, Additional file 4). These networks identified common and specific top functions (Figure 5) with their associated pathways (Additional file 5). 

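The molecules of the oocyte networks were, as a group, higher on the oocyte arrays, and those of the GC networks higher on the GC arrays. Of 64 oocyte network genes tested, 50 had a higher mean in oocytes, among them RNASEH2A, a subunit of ribonuclease H2 (2.44-fold higher), and ZNF524 (2.17-fold higher), while FHIT was 3.06-fold higher on the GC arrays. FHIT had 131 in oocytes and 140 in GC at the primordial stage. Without that stage its ratio was 5.21-fold as measured and at least 1.79-fold as a bound. Of 104 GC network genes tested, 62 had a higher mean in GC, among them BCAR3 and SRGN, the proteoglycan of secretory granules (at least 1.70-fold and 1.64-fold, the probe sets used here below the detection limit in oocytes), and RASSF1. RASSF1 was 3.07-fold higher in GC, but 2.00-fold without the primary stage. Its secondary signals were 83.5 in oocytes and 56.2 in GC. Without that stage RASSF1 was 6.32-fold as measured and at least 1.84-fold as a bound. Another probe set of BCAR3 differed in sign.
The adjusted p from camera was 0.00925 for the oocyte and 0.00631 for the GC network genes, against an adjusted p = 0.393 for both with an estimated correlation. No gene of either list passed limma's test over all probe sets, with 6 and 15 at an unadjusted p under 0.05, and 0 and 2 (BCAR3 and FST) passed when adjusted over the list alone. The study chose both lists on these arrays, so their directions and counts are not independent evidence. Over the probe sets detected on all 3 arrays of a compartment the adjusted p from camera was 0.0870 and 0.0619, and without the secondary stage that of the oocyte network genes was 0.0824 (median 0.28), which ends these calls. With that filter the medians were 0.37 and -0.23, against 0.37 and -0.18 over all tested genes.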

The "Diseases and Disorders" catalog was specific to GC and included the most significant Genetic Disorder class, which contained 72% of the eligible genes. 

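TM7SF2, a reductase of cholesterol synthesis, had signals of 76.3 and 73.5 on the primary and secondary oocyte arrays against 6.88 and 20.7 on the GC arrays, of which the secondary oocyte signal alone was detected. MSMO1, a sterol oxidase, was 1.66-fold higher on the GC arrays and higher at every stage, and MVD was 1.65-fold higher in GC, but 1.10-fold without the primary stage. Of 14 cholesterol synthesis genes tested, 7 had a higher mean in oocytes and 7 in GC. HSD17B1, which makes estradiol from estrone, had GC signals of 6.89, 102 and 535 at the primordial, primary and secondary stages and 37.8, 37.3 and 5.86 in oocytes. The other steroid synthesis genes lay closer together, FDX1 at 1.38-fold and HSD3B1 at 1.13-fold higher in oocytes.
Neither list was called by camera (adjusted p = 0.939 for cholesterol and 0.817 for steroid synthesis, and 0.949 for both with an estimated correlation). In each, 0 genes passed limma's test, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. The medians, 0.04 and 0.13, differ in sign from camera's direction for the former and from the mean of -0.04 for the latter. Without the secondary stage the only detected signal of HSD17B1 was that of primary GC.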

Genes from GC were also mainly involved in "Cell Growth and Proliferation", "Cell Death" and "Lipid Metabolism" classes. 

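Genes of the extracellular matrix were higher on the GC arrays as a group: all 19 tested had a higher mean in GC, with a median log2 difference of -0.74 (-0.97, -0.87 and -0.21 at the primordial, primary and secondary stages). NID1, a basement membrane protein, was 2.35-fold higher, and FBN1, a microfibril protein, TIMP2, an inhibitor of metalloproteinases, and SPARC were 2.13-fold, 2.13-fold and 2.04-fold higher. Theca and stroma genes were also higher in GC, 12 of 14 by mean, with medians of -1.07, -0.56 and 0.19 by stage: COL3A1, a fibrillar collagen, had GC signals of 22597, 7585 and 3346 at the primordial, primary and secondary stages against 4765, 1152 and 4883 in oocytes, and DCN was 2.05-fold higher in GC. COL1A2 was 2.66-fold higher in GC, but 1.28-fold without the primary and 4.83-fold without the secondary stage, where oocytes had 8749 and GC 7052, and COL1A1 1.85-fold, but 1.10-fold without the primordial stage. Smooth muscle genes followed, 5 of 6 by mean, with MYH11, the smooth muscle myosin, 3.47-fold, MYLK 2.67-fold (4.08-fold without the secondary stage), ACTA2 1.82-fold and CNN1 1.46-fold higher. Endothelial genes had a median of -1.06 at the primordial stage, 0.11 at the primary and 0.54 at the secondary stage. PECAM1, an adhesion molecule of endothelium, had 888 in primordial GC against 322 in oocytes, but 91.4 against 202 at the secondary stage, while ROBO4 was detected on 2 GC arrays and no oocyte array and FLT1 was 1.56-fold higher in oocytes.
By camera the adjusted p was 3.02e-05 for the extracellular matrix (adjusted p = 0.393 with an estimated correlation), 0.0102 for theca and stroma and 0.00596 for smooth muscle (both adjusted p = 0.590 with an estimated correlation), and 0.817 for endothelial genes (adjusted p = 0.949 with an estimated correlation). Of these genes 0 passed limma's test over all probe sets, with 6, 1, 2 and 1 at an unadjusted p under 0.05, and 0, 0, 2 (MYH11 and MYLK) and 0 passed when adjusted over the list alone. Without the primordial stage the median was -0.37 for theca and stroma (adjusted p = 0.370 by camera) and -0.39 for smooth muscle (adjusted p = 0.0684), which ends both calls.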

We also identified GC functions involved in "Cell Movement and Cell Interactions". The oocyte-specific gene list highlighted two specific functions: "Reproductive System and Function" that clearly targets folliculogenesis (including *GDF9, FOXOA1 *and *SYCP3 *genes) and the "Hematopoiesis Function" that mainly includes differentiation processes.

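Oocyte genes were higher on the oocyte arrays as a group, with all 12 tested higher by mean, but not at every stage: the median log2 difference was 1.02 at the primordial, 0.70 at the primary and -0.08 at the secondary stage. The secondary oocyte array also had the highest GAPDH 3'/5' ratio of the LCM arrays. ZP3, a protein of the zona pellucida, had signals of 2822, 2720 and 751 on the oocyte arrays and 778, 1508 and 683 on the GC arrays. OOEP, a maternal effect protein, was 1.58-fold higher in oocytes and higher at every stage. Of the meiosis genes 2 were tested: STAG3, a meiotic cohesin, was 2.63-fold higher in oocytes, with 824 against 129 at the secondary stage, and TEX14 had 190, 414 and 996 on the oocyte arrays against 373, 413 and 337, with a log2 difference of -0.46 without the secondary stage. SYCP3, of the synaptonemal complex, was not detected on any LCM array (69.6 at most), and no probe set carries the symbol FOXA1.
Of leukocyte genes 6 of 6 had a higher mean in oocytes, among them CSF1R (1.99-fold), LCP1 (1.87-fold, and 2.87-fold without the primary stage) and AIF1 (1.62-fold, but with a log2 difference of -0.35 without the secondary stage), and their median difference was 0.21, -0.02 and 1.66 at the primordial, primary and secondary stages, with 4, 3 and 5 of 6 higher in oocytes. Of blood cell genes 4 of 4 had a higher mean in GC, but HBB by 1.02-fold and GYPC by 1.06-fold, and the medians were -0.92, -2.22 and 1.71 by stage. HBE1 was detected on 2 GC arrays and no oocyte array, while HBB had a signal of 3838 on the secondary oocyte array against 69.4 in the GC, and the probe sets of HBB and of HBG differ in sign.
The adjusted p from camera was 0.0318 for oocyte genes (adjusted p = 0.590 with an estimated correlation), 0.176 for leukocyte and 0.361 for blood cell genes (both adjusted p = 0.602 with an estimated correlation), and 2 meiosis genes were too few to test. Without the primordial stage the median of the oocyte genes was 0.27 (adjusted p = 0.535 by camera), and without the primary stage 0.26 (adjusted p = 0.0659). Camera called the leukocyte genes without the primary stage (median 0.74, adjusted p = 0.0140). It called the blood cell genes higher in GC without the secondary stage (median -1.45, adjusted p = 0.0173). With an estimated correlation no list was called in either case (lowest adjusted p = 0.875 and 0.602). With a stage left out that setting has still fewer residual degrees of freedom and could hardly call a list, so it decides nothing here. Without the primary stage the blood cell median was 0.57, and HBB, HBG and GYPC were higher in oocytes (log2 differences of 2.22, 0.97 and 0.17); without the secondary stage the leukocyte median was -0.02. Over all probe sets 0 genes of these lists passed limma's test, with 0 of the oocyte genes and 1 each of the meiosis, leukocyte and blood cell genes at an unadjusted p under 0.05, and STAG3 alone passed when adjusted over the list alone.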

**Figure 5:**
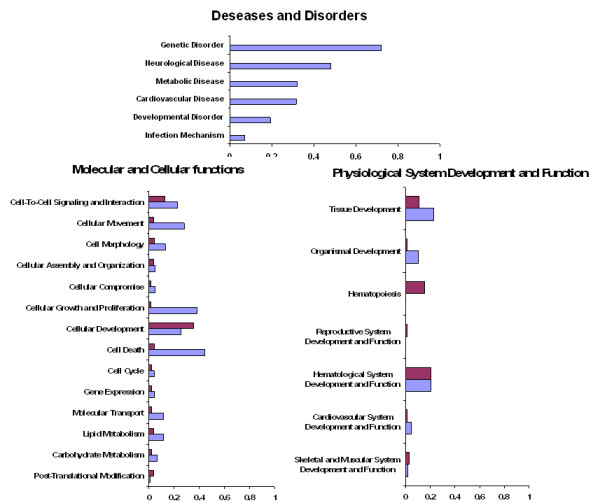
**Statistically significant enriched functions of oocyte and granulosa cells**. The 2 specifically expressed gene lists (oocyte/GC) were evaluated *in silico *using Ingenuity Pathway Analysis (IPA). Analysis revealed 3 statistically significant enriched categories (p-value < 10**^-3^**). The X axis corresponds to the ratio between the focus genes versus the genes of the class. GC data are in blue color and oocyte data are in red color.

## Discussion

Gene expression profiling through the use of oligoarrays is a powerful approach for characterizing the whole population of transcripts in a tissue, and amplification methods now allow these techniques to be used for very rare material. Nevertheless, it is still difficult to obtain cell type specific expression profiles from heterogeneous tissues. For these reasons, in the context of early folliculogenesis, our current knowledge has been largely derived from rodent whole ovaries [14,27,28] and the few isolation protocols available referred to oocytes [29,30] or whole follicles [16,31] and did not differentiate GC. Although the expression profile of some compartment-specific genes could be inferred, the presence together of different cell types confused the analysis. Consequently, little information about the role of GC during early folliculogenesis is available.

The strength of the present study is to develop a method for obtaining reliable specific expression profiles and to characterize GC and oocytes separately at several key stages corresponding to major transitions during the development of the follicles.

### Quality of the LCM-derived aRNA

To obtain reliable microarray results, LCM must produce a sufficient amount of high quality RNA. In the case of single cell LCM, we have to face the long microdissection period required and the extraction of only a limited amount of RNA. In this study, our modified protocol allowed us to capture the cells and to preserve the RNA integrity of the two follicular compartments (Table 1) throughout microdissection (up to 120 min, see Additional Data 2). First, we showed that, as previously described in other tissues [32-35], histological and RNA quality of the staining are tissue specific (Figure 1) and probably depend on cell component reactions and intracellular RNAse content. The success of capture depends on a number of tissue-slide adhesion factors such as the type of slides used or the method and temperature of fixation [19]. Sluka *et al*. [35] found that maintaining testis tissue at a cold temperature during fixation and subsequent processing (e.g. staining) was important to maximize preservation of tissue morphology. As recently described in mammary gland [36], we showed in this study, that cold temperature was also important for the capture process.

Finally, our data showed that 500-600 single GCs were sufficient to produce enough aRNA to perform both microarray hybridization and qPCR experiments (Table 1). The decrease in the required number of oocytes captured according to the stage of follicular development is also in agreement with an increase in the diameter of the oocyte (34-73 μm) [23] and in their RNA content [37-39].

### Gene expression patterns

In this study, we documented nine ovine gene expression patterns in specific follicular compartments within *in vivo *microenvironment (Table 2). We confirmed cell type-specific expression in all the genes tested. As described by Luzzy *et al*. [40], we identified variability between the replicates (Figure 3) that could be associated with technical processing and/or with biological microheterogeneity and individual variability. The expression profiles of ovine *BMP15*, *GDF9 MATER*, *VASA *and *SOHLH2 *oocyte-specific genes and ovine *KL*, *GATA4*, *AMH *GC-specific genes are consistent with previous reports on sheep fetal ovaries [41], germinal vesicle (GV) oocytes [42] or other species [43-46]. In addition, we report here an increase in the expression of four cell type-specific genes during the early ovine folliculogenesis.

Our data provide additional clues about species specificities. They underline differences in *SOHLH2 *and *MAEL *gene expression patterns from those identified in rodent species (Figure 4). The *Sohlh2 *gene is a spermatogenesis- and oogenesis-specific transcription factor that was recently discovered in mouse species with a restricted pattern of expression in oocytes of primordial and primary ovarian follicles in immature ovaries [47-49]. By contrast with mouse species, we observed constant expression of *SOHLH2 *until the SA stage. Likewise, *mael *is a Drosophila spindle-class gene required for Drosophila oogenesis that localizes to nuage (nucleolus-like bodies) and is implicated in miRNA/RNAi pathways [50]. *Mael *is expressed in the early drosophila germ line [51]. In mouse, Gallardo *et al*. showed that expression of *Mael *is high in primordial oocytes but rapidly decreases during follicle growth to disappear in the SA follicles [14]. We revealed that the expression of *MAEL *is maintained until small antral follicles in sheep. Such *SOHLH2 *and *MAEL *expression patterns suggest the existence of different mechanisms as a function of species that will need further investigation. This underlines the importance of acquiring expression data from different species and highlights certain species specificities.

### Accuracy of array data

The originality of this preliminary study was to identify global gene expression in oocyte and GC separately for key stages of early folliculogenesis. Several observations support the accuracy of the expression data.

First, the level of "present" call probes from the oocyte samples (43%) and the size of the annotated transcripts detected (Table 3) were in accordance with mouse oocyte data (43-47% of "present" call probes) [30] and bovine oocyte data (54% of "present" call probes) [52].

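Of 24128 probe sets, 32.4%, 28.2% and 30.6% were counted as detected on the primordial, primary and secondary oocyte arrays, and the share detected on at least 1 of them was 39.3%. By gene symbol this came to 4690, 4164 and 4498 genes. NLRP5, ZP3 and GDF9 were detected on all 3 oocyte arrays, BMP15, a growth factor of the oocyte, on 1 of them. With a signal of at least 50 as the limit, 50.7% were detected on at least 1 oocyte array, and 28.8% with a signal of at least 100.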

In addition, we also identified the great majority of genes previously found to be expressed in the four following studies: Dadé *et al*. [53], Arraztoa *et al*. [29], Pan *et al*. [30] and Gallardo *et al*. [14] (Additional file 6). The results of these studies mainly derived from oocytes (mouse and monkey species). Figure 6A shows that 41% of the oocyte genes reported in these studies were expressed in our sheep oocyte samples. Our data on GC during early folliculogenesis are quite unique, as even if some information about GC expression was previously available [14,30], it only concerned very few genes (33 genes). Figure 6B shows that 33% of these genes were also detected in our GC data sets. These percentages take into account the percentage of undetected genes (10 to 24%: Figure 6) which could be partly due to the relative specificity of heterologous hybridizations and the high percentage of missing genes (37 to 45%: genes reported in the previous studies that were missing in the bovine Affymetrix chip used here). This underlines the fact that genomics of livestock animals have to face with incomplete arrays and/or incomplete genome annotations [54].

**Figure 6:**
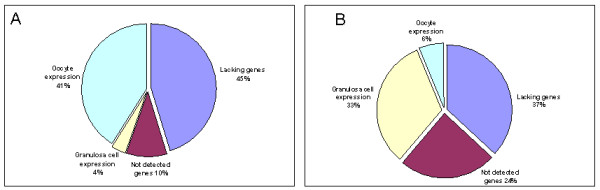
**Accuracy of the gene data sets**. Comparison of A - oocyte data sets and B - GC data sets with Arraztoa [29], Dadé [53], Gallardo [14] and Pan [30] data sets.

### Biological significance

To confirm that these data are biologically meaningful and a rich source for functional analysis, two lists of compartment-specific genes were generated and subjected to Ingenuity Pathway Analysis (IPA).

This functional analysis identified the three main cellular events known to be involved in early follicle development (Figure 5) [23]. 

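Genes of the cytoskeleton and cell shape were higher on the GC arrays as a group, 16 of 25 by mean. The tropomyosins, which stabilize actin filaments, led the list: TPM2 was 3.78-fold, TPM1 3.47-fold and TPM4 2.94-fold higher in GC, each higher at every stage, with TPM4 at 5295, 4520 and 5863 on the primordial, primary and secondary GC arrays against 1587, 1668 and 2039 in oocytes. VIM was 2.30-fold higher in GC. The median log2 difference of the list was -0.19, -0.37 and -0.23 at the primordial, primary and secondary stages.
Camera gave the list an adjusted p = 0.00596, and adjusted p = 0.393 with an estimated correlation. No gene of the list passed limma's test over all probe sets, with 6 at an unadjusted p under 0.05, and 3 (TPM1, TPM2 and TPM4) passed when adjusted over the list alone. Smooth muscle genes, which share the contractile apparatus, also had a GC-higher median of -0.71, and the tropomyosins passed limma's test over all probe sets when 64 was added to the signal (adjusted p = 0.0373 for TPM2 and TPM4 and 0.0392 for TPM1).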

First, we observed three cellular functions in GC ("Cell Movement", "Cellular Assembly and Organization", and "Cell Morphology") probably associated with the first cellular event, the switch of cell shape from flattened to cuboidal [55]. 

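Of 25 proliferation genes, 14 had a higher mean in oocytes and 11 in GC, but 21 were higher in oocytes at the primordial stage (median log2 difference 0.33), 12 at the primary (-0.08) and 8 at the secondary stage (-0.38), where 17 were higher in GC. CCND2, a cyclin of the G1 phase, was 1.97-fold higher in GC and higher at every stage. CENPF, a kinetochore protein below the detection limit in GC, was at least 1.22-fold higher in oocytes with signals of 91.9 and 10.2 on the secondary oocyte and GC arrays, and E2F1 and MCM7 were 1.60-fold and 1.50-fold higher in oocytes. Of 10 cell death genes, 4 had a higher mean in oocytes and 6 in GC. DIABLO, a mitochondrial activator of caspases, was 1.69-fold higher in oocytes and higher at every stage, BCL2, which restrains apoptosis, was 1.73-fold higher in oocytes although its probe sets differ in sign, and BAD was 1.57-fold higher in GC.
Neither list was called by camera (adjusted p = 0.836 for proliferation and 0.992 for cell death, against 0.949 and 0.992 with an estimated correlation). In limma's test 0 genes passed over all probe sets, with 1 and 2 at an unadjusted p under 0.05, and 0 and 0 passed when adjusted over the list alone. For cell death the median was -0.08 and the mean 0.03.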

Second, the identification of genes involved in "Cellular Growth and Proliferation" and "Cell Death" is correlated with the second cellular event: the marked increase in the number of GC (× 40 in ovine species up to the secondary stage) [23], a key process in the initiation and the development of primordial follicles. Finally, in oocytes, the "Axonal Guidance Signaling" pathway (Additional file 5) and the "Cellular Development" function are consistent with the third cellular event: oocyte enlargement. 

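Axon guidance genes were higher on the GC arrays as a group, 9 of 11 by mean. NRP1, a receptor for semaphorins and VEGF, had signals of 401, 193 and 131 on the primordial, primary and secondary GC arrays and 72.5, 45.1 and 29.3 in oocytes, a 3.73-fold higher mean in GC. NTN4, a netrin, was 3.64-fold (1.99-fold without the secondary stage), DPYSL2, a mediator of semaphorin signals, 2.25-fold and ROBO1, a receptor for SLIT proteins, 2.13-fold higher in GC. For DPYSL2 another probe set differed in sign, and the secondary signals of ROBO1 were 103 in oocytes and 97.0 in GC.
By camera the list had an adjusted p = 0.00596, and adjusted p = 0.393 with an estimated correlation. No gene passed limma's test over all probe sets, with 5 at an unadjusted p under 0.05, and 3 (NRP1, NTN4 and DPYSL2) passed when adjusted over the list alone. DPYSL2 is also a molecule of the oocyte networks of Additional file 4. ROBO4 of this list is also on the endothelial list, and the theca and stroma and the smooth muscle lists were higher in GC as well. Whether other captured cells carry the difference of the axon guidance genes was not tested.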

Axonal guidance signaling refers to the different receptors and signal transduction cascades that drive axons towards their synaptic targets and finally lead to the reorganization of the cytoskeleton and confer the adhesive properties the cell requires for its spatial organization. This pathway was previously mentioned in the analysis of regulatory gene networks involved in primordial follicle development [56].

In addition, the importance of the crosstalk between the oocyte and GC during follicular development [57,58] may be illustrated by the expression of genes of the BMP signaling pathway in GC in response to oocyte BMP15 production (Additional file 7). This crosstalk was also highlighted by the "Cell to Cell Signaling and Interaction" function in both GC and oocytes (Figure 5) and "Inflammatory and Immune Response" mechanisms found in GC. These mechanisms featured the "Cytokine Signaling" pathway, "Cellular Immune Response" pathways and the "Genetic Disorder" class (genes mainly linked to inflammatory response mechanisms of the colon). They include members of the *TGFβ *gene family such as AMH [46], and cytokines encoding genes such as KL [4] both expressed in GC and known to interact with oocytes and to play an essential role in early folliculogenesis. 

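Of 19 BMP and TGF beta pathway genes tested, 12 had a higher mean in GC and 7 in oocytes, with 16, 10 and 9 higher in GC at the primordial, primary and secondary stages (median log2 differences of -0.54, -0.03 and 0.17). INHA, the inhibin alpha subunit, had GC signals of 36.7, 200 and 617 at the primordial, primary and secondary stages and oocyte signals of 27.4, 105 and 62.6. INHBA, an activin subunit, was 2.13-fold higher in GC, with 470 against 64.1 at the primordial stage and 253 against 334 at the secondary stage, a ratio of 1.26-fold without the primordial and 3.54-fold without the secondary stage. BMP2, a ligand of the pathway, was 2.88-fold higher in oocytes, with 210 against 9.14 at the secondary stage, and 1.63-fold without that stage. Without the primordial stage BMP2 was 4.94-fold as measured and at least 2.67-fold as a bound. BMP15 had oocyte signals of 5.40, 82.8 and 40.6 and GC signals of 17.7, 41.8 and 12.5.
The list was not called by camera (adjusted p = 0.199, and adjusted p = 0.590 with an estimated correlation). In limma's test 0 genes passed over all probe sets, with 3 at an unadjusted p under 0.05, and 1 (FST) passed when adjusted over the list alone. The adjusted p was 0.426 for INHA, 0.422 for BMP2 and 0.752 for BMP15.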

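AMH, the anti-Müllerian hormone of GC, had signals of 15.5, 13.6 and 16.6 on the primordial, primary and secondary GC arrays and 1.61, 3.03 and 2.42 on the oocyte arrays. All of these signals lay below the detection limit of their arrays, so AMH was not tested. KL was likewise not detected on the LCM arrays and not tested. GJA1, the connexin of GC gap junctions, was 2.62-fold higher on the GC arrays with 3474, 4437 and 9910 at the primordial, primary and secondary stages.
Of 18 GC genes tested, 13 had a higher mean in GC, with a median log2 difference of -0.77. The adjusted p from camera was 0.00596, and the adjusted p = 0.393 with an estimated correlation. No gene of the list passed limma's test over all probe sets, with 5 at an unadjusted p under 0.05, and 2 (FST, and CDH2, a gene named here after its values were seen) passed when adjusted over the list alone.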

We also identified the specific GC expression of different interleukins such as the proinflammatory cytokine IL1-β previously reported in antral follicles for their involvement in ovarian steroidogenesis, in the ovulation process and in oocyte maturation [59,60] and which are up-regulated during primordial-primary follicle transition (from rat ovary culture experiments) [61]. 

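IL18, a proinflammatory cytokine, had signals of 57.0, 73.9 and 34.8 on the primordial, primary and secondary GC arrays and 23.1, 5.02 and 13.5 on the oocyte arrays, of which the primordial GC signal alone was detected. CXCL12, a chemokine, was detected on the primordial GC array alone of the LCM arrays, at 136 against 45.4 in oocytes. IL1RAP, a subunit of the IL1 receptor complex, had 106 on both the primary and the secondary GC arrays against 39.1 and 42.4 in oocytes. IL1RN, the antagonist of that receptor, was detected on the primary oocyte array alone of the LCM arrays, at 82.1 against 33.6 in GC. At the primordial stage IL1RN had 45.8 in oocytes and 46.8 in GC. IL1B had 17.7, 27.7 and 46.7 on the GC arrays and 36.0, 35.2 and 29.8 on the oocyte arrays, IL1A ranged from 25.8 to 49.4 and IL15 from 2.44 to 34.4 over the LCM arrays, and none of these was detected on any array.
Of 10 interleukin and chemokine genes tested, 5 had a higher mean in oocytes and 5 in GC, and the list was not called by camera (adjusted p = 0.643, and adjusted p = 0.797 with an estimated correlation). In limma's test 0 genes passed over all probe sets, with 2 at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The adjusted p was 0.409 for IL18.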

Interestingly, the IL1 receptor gene (*IL1R*) appears to be only expressed in oocytes, which supports the hypothesis of cytokine oocyte-GC crosstalk. However, the exact function of these genes in this context remains to be elucidated.

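IL1R1 had signals of 30.2, 61.7 and 9.72 on the primordial, primary and secondary oocyte arrays and 31.4, 47.5 and 38.8 on the GC arrays. The probe set was not detected on any LCM array at the ranks of Table 3, and it was not tested. Those ranks are no measure of background, so they do not show whether the gene is expressed. With a signal of at least 50 as the limit, the primary oocyte signal alone would count as detected.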

Thanks to these specific gene lists, we were able to show for the first time that expression of the *SIRT7 *gene is confined to the oocyte in sheep follicles (Figure 4). This gene was found to be expressed in most mouse and human tissues including -at a lower level of expression- the ovary [62,63]. 

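SIRT7 was counted as detected on 2 of the oocyte arrays and on 2 of the GC arrays, with limits that differ between arrays. The secondary oocyte signal of 67.5 missed its limit of 71.3, while 60.0 in primordial GC and 60.2 in secondary GC passed theirs. SIRT1, a deacetylase of the same family, was 2.27-fold higher on the GC arrays, with 213, 270 and 278 at the primordial, primary and secondary stages against 89.4, 61.3 and 188 in oocytes, and SIRT3 was detected on the primary GC array alone of the LCM arrays, at 77.3 against 1.71 in oocytes. FBL, a nucleolar methyltransferase of ribosomal RNA processing, had 941 in primordial oocytes against 399 in GC and was 1.44-fold higher in oocytes by mean. No probe set carries the symbol BNC1. Of 14 sirtuin and RNA polymerase I genes tested, 9 had a higher mean in oocytes and 5 in GC.
The list was not called by camera (adjusted p = 0.969, and adjusted p = 0.973 with an estimated correlation). In limma's test 0 genes passed over all probe sets, with 1 at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone.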

The detailed expression pattern of the current study completes a previous rat expression pattern comparing ovaries enriched in different follicle populations [61]. The *SIRT7 *gene belongs to the sirtuin family and is involved in the regulation of a wide range of biological processes such as gene silencing, aging, cellular differentiation, and metabolism [64]. In human, the colocalization of SIRT7 with Polymerase I and the nucleolar transcription activator UBF suggest that SIRT7 is a positive regulator of Pol I transcription [65]. Its oocyte expression is consistent with the high demand for protein synthesis for oocyte growth. Like the *basonuclin *gene [66], this expression suggests a role for SIRT7 in the transcriptional regulation of sheep oocyte rDNA that will need further experiments to verify nuclear localization. Finally, this study underlines the precise expression pattern in GC of the *FST *gene that plays an important role in female fertility by regulating activin and members of the BMP subfamily [67]. Different studies have shown induction of the *FST *gene expression by recombinant human BMP15 [68] and suggested an inhibitory action of FST on BMP15 function [69]. Its strongly increased expression at the secondary stage in sheep (Figure 4) combined with the *BMP15 *oocyte-expression pattern corroborate the results of these studies and are consistent with the BMP15 function to enable the primary-secondary transition.

## Conclusions

In the present study, LCM and microarray analysis were used as tools to identify distinct gene expression patterns in ovary cell populations and led to the identification of genes of potential significance in female fertility. The data obtained here are in agreement with the literature regarding oocyte and GC-specific transcript lists. We identified specific expression patterns in sheep (*SOHLH2, MAEL, SIRT7*, *FST*). Our findings show that the mRNA repertoire in the different cell types is regulated dynamically during the transition from primordial to intermediate follicles.

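The genes named here are those with the largest ratios of signal + 16 between the primordial and secondary stages among genes whose primary signal did not lie on the other side of the primordial one. In oocytes H2AC20, a histone, was 11.4-fold higher at the secondary stage, and PPP1R12C, a regulatory subunit of myosin phosphatase, CCDC124, SMARCD3, a chromatin remodeler, and CNOT6L, a deadenylase, all below the detection limit at the primordial stage, were at least 5.23-fold, 3.84-fold, 3.21-fold and 3.28-fold higher. GALNT14, PLLP and EFEMP1 were 15.1-fold, 11.1-fold and 10.2-fold lower in secondary oocytes, and PPARGC1A, a coactivator of mitochondrial genes, and C4BPA at least 14.8-fold and 9.07-fold lower. HBB, outside that condition, had 16.3, 2.00 and 3838 on the primordial, primary and secondary oocyte arrays. In GC, ITGBL1 was 11.1-fold higher at the secondary stage, and HSD17B1, PHPT1, INHA and PPP1R12C at least 8.43-fold, 4.15-fold, 9.69-fold and 3.77-fold. C4BPA, an inhibitor of complement, was at least 52.9-fold and COL11A1, by the probe set used here, at least 8.12-fold lower in secondary GC. Other tested probe sets of COL11A1 had 74.7, 63.4 and 54.7, and 82.2, 54.5 and 81.8, on the primordial, primary and secondary GC arrays. LAMA4, a laminin chain of vessel walls, CFB and TEK, the angiopoietin receptor of endothelium, were 16.9-fold, 16.6-fold and 13.9-fold lower in secondary GC.
Within a compartment each stage has 1 array, so these ratios have no test. Over both compartments, 0 probe sets passed limma's test between secondary and primordial follicles (lowest adjusted p = 0.245, with 1281 at an unadjusted p under 0.05), 0 between primary and primordial (727) and 0 between secondary and primary (1083). With 64 added to the signal, 65 probe sets were higher and 34 lower in secondary than in primordial follicles. The stage differences of both compartments had a correlation of 0.257 across 11080 probe sets.

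**Figure D5:**
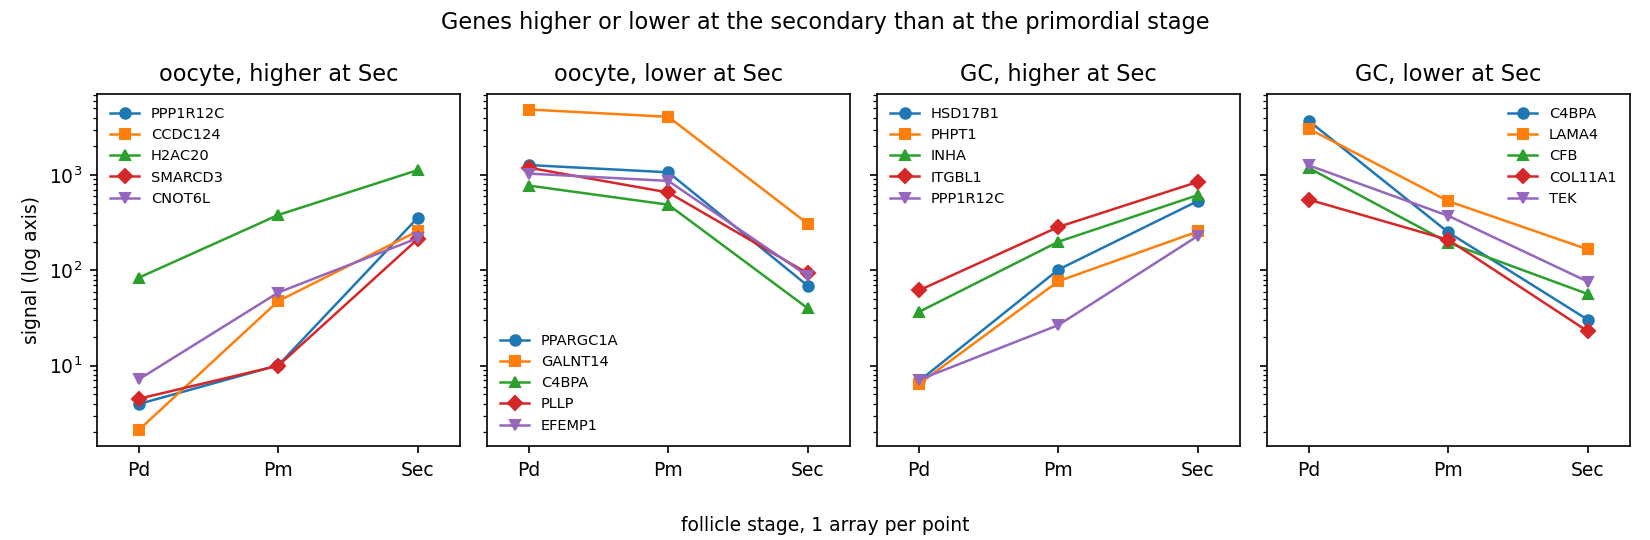
Signals of the 5 named genes in each direction between the primordial and secondary stages on the oocyte arrays (left panels) and the GC arrays (right panels), chosen among genes whose primary signal did not go the other way, which leaves out HBB, 1 array per point, on a log axis. The GC signal of C4BPA is 3684, 250 and 30.3 at the primordial, primary and secondary stages.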

This study is a starting point for further investigation of the GC compartment in particular. Specific gene expression patterns in the oocyte and GC could be of great interest for deciphering the critical molecular processes and the complexity of the communication between these two compartments, who enable the folliculogenesis process to occur as it is expected.

## Methods

### Tissue processing and staining

This study was conducted in compliance with institutional guidelines for research studies (animal experimentation authorization no 31-297, prefecture de la Haute Garonne). Twelve lambs from Langlade INRA experimental farm (Castanet-Tolosan, France) were euthanized at birth (< 1 day) with 3 ml of Dolethal (Vetoquinol, ALCYON ZI, France). The ovaries were removed and embedded in O.C.T. embedding matrix (CML, ref KMA-0100-00A, France), frozen in liquid nitrogen and stored at -80°C until use.

Eight-micrometer serial frozen sections were cut on a cryostat at -20°C, mounted on cooled (4°C) sterile microscope glass slides and stored in a 50 ml plastic tube inside the cryostat chamber (-15°C) for few minutes [36]. The sections were fixed 30 s with 70-75% ethanol (Fluka, Ref: 02855, Sigma-Aldrich) and stained individually at room temperature before LCM. Four different staining protocols were compared: Toluidin blue, Hematoxylin-Eosin (H&E), Histogene^® ^staining solution (Arcturus, Applied Biosystems^®^) and Cresyl Violet^®^, LCM staining kit Ambion, Applied Biosystems^®^). The sections were conserved under vacuum until LCM capture (< 1 day). The experiment was performed in triplicates.

#### Hematoxylin and eosin staining

water15 s, Hematoxylin solution 5 s (Sigma-Aldrich, Ref: MHS16), Scott water 5 s (Sigma-Aldrich, ref: S5134), water 2 s, 75% ethanol 30 s; 95% ethanol 30 s, diluted eosin (1/4) 5 s (Sigma-Aldrich, ref: HT110316), 75% ethanol 30 s, 95% ethanol 30 s, (100% ethanol 30 s) × 2, (xylene 5 mn) × 2 (Sigma-Aldrich ref: 296325).

#### HistoGene™ LCM staining

(Arcturus (Applied Biosystems^®^), ref: KIT0415) was performed according to the manufacturer's recommendations.

#### Toluidin blue staining

Toluidin blue in alcoholic solution 1 mn (Sigma-Aldrich ref: 31393-1G), water 15 s, (95% ethanol 30 s) × 2, (100% ethanol 1 mn) × 2, (xylene 5 mn) × 2.

#### Cresyl violet staining

(Ambion Europe Ltd, LCM Staining Kit Ref AM 1935): 50% ethanol 20 s, cresyl violet 20-30 s, 50% ethanol 20 s, 75% ethanol 30 s, (95% ethanol 40 s) × 2, (100% ethanol 1 mn) × 2, (xylene 5 mn) × 2.

Staining protocols were evaluated in terms of tissue morphology, capture success and maintenance of molecular integrity. The influence of the staining method on RNA quality was assessed by controlling the quality of total RNA extracted from tissue scrapes on the slide as described in the RNA extraction section, prior to and after fixation/staining steps using an Agilent 2100 bioanalyzer.

The capture was improved by taking slide temperature, fixation temperature and fixation duration into account. The best capture efficiency for each section was obtained by using a cooled slide (4°C) that was fixed 30 sec with a ice cold 70% ethanol solution (-20°C).

### Laser capture microdissection

The follicular compartments (*i.e*. granulosa cells (GC)) and oocytes were selected for each follicle stage (primordial (Pd), primary (Pm) and secondary (Sec) follicles and small antral (SA) as control) under microscope taking the observation of section series into account and according to the classification by Lundy *et al *[23]. Briefly, the following criteria for the follicle stage selection were applied: i) primordial follicles (Pd) were defined as an oocyte surrounded by 2-3 of flattened GC and no cuboidal GC, ii) primary follicles (Pm) were defined by a monolayer of cuboidal GC whatever the oocyte size, iii) secondary follicles (SEC) were defined by two layers of GC and iv) small antral follicles (SA) had a diameter less than 500 μm diameter. Dissections were carried out under 40× magnification microscopic visualization using the VERITAS™ and ARCTURUS XT apparatus (Arcturus, Applied Biosystems^®^). For the capture, the laser pulse was carefully adjusted for each section, so as to touch only the oocyte or the GC (laser length: 40-60 mw, duration: 10-20 ms). Taking care to not collect possibly atretic follicles (pycnotic oocytes or fragmented nuclei, shredded ooplasm or disintegrated follicular structures), we were able to identify and collect into separate CapSure™ HS LCM caps (Arcturus, Ref LCM 0214) oocytes and GC for the different follicular stages. After two hours of microdissection, the cap was removed, treated with 10-15 μl of extraction buffer from Picopure RNA Isolation kit (Arcturus, ref: KIT0202) and stored at -80°C until use.

### RNA extraction

Total RNA from pooled section scrapes corresponding to each cap was prepared by pipeting 50 μL of extraction buffer (Picopure RNA Isolation kit) directly onto the tissue section on the glass slide, using the pipette tip to gently scrape the tissue into the buffer Samples were then transferred into an RNase-free microcentrifuge tube and stored at -80°C. Total RNA was extracted using the PicoPure RNA Isolation Kit according to the manufacturer's protocol, including on-column DNase treatment (Qiagen, ref 79254, Courtaboeuf, France). The quality of the RNA was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA) with an RNA6000 Pico Lab Chip and analyzed by the RNA Integrity Number (RIN) algorithm [70].

For LCM-derived samples, as only very few cells were captured per cap, the caps were pooled before total RNA extraction, according to the quality of the total RNA extracted from their corresponding sections scrapes. Finally, each LCM-derived RNA sample (pool of 2 to 20 caps coming from 1 to 4 animals) was performed in triplicate/quadruplets.

### T7 linear amplification

To generate sufficient RNA quantities for Genome-wide microarray analysis, LCM-derived RNA samples were subjected to 2 rounds of T7 linear amplification: aRNA was generated using RiboAmp^® ^HS PLUS kit (Arcturus, ref KIT0525), following the manufacturer's protocol. This protocol specified that a minimum input of 100-500 picograms of total RNA are required for successful amplification with this kit designed specifically for low-input total RNA samples, which is equivalent to 10-50 cells. The RiboAmp HS process has been already validated for generating highly reproducible microarray data, and the gene expression profiles obtained using this method have shown high fidelity when compared with profiles generated from unamplified samples [40]. After in vitro transcription, the optical density of antisense RNA (aRNA) was measured at 260 and 280 nm. The yield and the size distribution of each aRNA sample were evaluated using the Agilent Bioanalyzer 2100 with a RNA 6000 Nano Lab Chip. In complement, four *B*. *Subtilis *control transcripts (Affymetrix, GeneChip Eukaryotic Poly-A RNA Control Kit, ref 900433) were added to each LCM-derived RNA sample before amplification. Based on the average of 500 pg of starting RNA (about 50 whole cells) the following serial dilutions were used: 1:20, 1:50, 1:50, 1:10, 1:20 and 1 μl of the final dilution 1:5 was added per RNA sample.

### Microarray experiments

Ovine microarray experiments were performed using the Affymetrix Bovine Expression Array (representing approximately 23,000 transcripts). The quality of the cross-species hybridizations was checked by comparison of hybridization data of ovine fetal ovary RNA with bovine fetal ovary RNA, generated with the standard protocol (one Affymetrix round amplification).

Three biotin-labeling protocols were compared from ovine fetal ovary total RNA:

- Protocol 1: 3 μg of total RNA were labeled according to the standard Affymetrix protocol (one round of amplification [71,72]).

- Protocol 2: total RNA was subject to two-rounds of amplification using the RiboAmp^® ^HS PLUS kit until the second-round cDNA synthesis. Biotin-labeled cRNAs were synthesized following the Affymetrix protocol using the second-round cDNAs as templates (440 ng/8 μl).

- Protocol 3: total RNA was subject to two round of amplification using the the RiboAmp^® ^HS PLUS kit. Fifteen micrograms of aRNA were labeled using the Arcturus biotin turbo™ labeling kit (Arcturus, ref KIT0608) [34].

Finally, one LCM-derived aRNA sample from each condition coming from pools of different animals (Primordial, Secondary stages: 2 animals and Primary stage: 4 animals) was labeled using the Arcturus biotin turbo™ labeling kit (protocol 3).

In accordance with the Affymetrix technical manual, 10 μg of cRNA was purified, fragmented and hybridized at the concentration of 40 ng cRNA/μl hybridization mix to Affymetrix Bovine Expression Arrays, in the Microarray Core Facility of the Institute of Research of Biotherapy, CHRU-INSERM-UM1 Montpellier.

### Data management

All microarray CEL files from this study comply with MIAME standards. They have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo), accession number GSE25652, using the BASE software adapted by SIGENAE bioinformatics platform (http://www.sigenae.org).

### Microarray data analysis

Signal intensities and detection call of probe sets from each hybridized genechip were extracted using the Affymetrix software microarray suite 5 (MAS 5), using the default parameters.

In LCM-derived aRNA sample hybridizations, all probe sets called "absent" on all chips in the image interpretation were filtered out. Because the experimental design did not include technical or biological replicates we applied a stringent filter to the probe sets detected. For the transcripts, with different probe sets called as "present", we selected the most in 3' UTR of the gene and taking into account the probe set repetitions. Indeed, for half of the genes, the Affymetrix GeneChip system contains more than one probe sets, providing a high number of repeated experiments within a single chip for hybridization validation. However, the discordant probe set signals within a transcript may be the result of the ovine on bovine heterologous hybridization. Finally, only transcripts with a signal in all their probe set replicates were considered as ''detected".

The integrity of the RNA and the quality of hybridizations were evaluated using three measures of GeneChip performance provided by the Affymetrix algorithm: the number of "present" calls, the Scale Factor and and the 3'/5' signal ratio. The number of "present" calls and the Scale Factor (multiplier used to normalize the whole chip to a target intensity of 100; inversely related to chip brightness) are sensitive to RNA sampling, labeling, scanning and data extraction. The 3'/5' signal ratio is designed to detect the 3' and 5' regions of the mRNA; the 3'/middle ratio refers to the mRNA transcript from 3' to the middle of the mRNA transcript. These values provide information about the quality and the integrity of the RNA.

### Probe set annotations and biological network analysis

Primary annotation of probe set sequences were obtained from the NetAffx Analysis Center. Probe set sequences were also compared with Human and Bos Taurus refseq_rna NCBI databases by BLAST to confirm and complete Affymetrix annotations (performed by Sigenae team). Transcripts were then discussed by gene name (HUGO gene symbols).

Ingenuity^® ^Pathway Analysis software (IPA; http://www.ingenuity.com) was used to examine biological functions and molecular pathways. This software combines functional annotations of our selected genes (focus genes) and the corresponding bibliographic data to generate significant canonical pathways and biological networks.

Biological analysis was focused on the two lists of genes specifically expressed in oocytes or in GC. The Bovine Genome Array was used as set reference. A threshold network score of 18 corresponding to the highest score obtained with the gene set reference was applied to select the highest significant networks for further analysis. Then, these selected networks were explored to identify statistically significant functional categories (p-value < 10^-3^) and canonical pathways (p-value < 5 10^-2^).

### Quantitative RT-PCR

Gene primer designs were performed from ovine mRNA, ovine EST or ISGC Data sequences (https://isgcdata.agresearch.co.nz/). Gene primers were designed in the 3' UTR in the first 1000 base pairs using LightCycler Probe Design2 software (Roche Diagnostics). The intron-exon organization of ovine genes was deduced by comparison with the Human genome using the Iccare software [73]. The primer pairs were confirmed by Primer3 (http://frodo.wi.mit.edu/primer3/). Sequences are available in Additional file 8.

The LCM-derived aRNA samples were reverse transcribed in a reaction volume of 20 μL combining 500 nanogram of aRNA, 250 nanogram of random hexamers (Promega, ref: C1181, Charbonnieres, France), 200 mM dNTP, 10 mM DTT, 4 μl of 5× SuperScript II First-Strand Buffer, 40 U RNase inhibitor (Promega, Ref: N2111), and 200 U of SuperScript II (Invitrogen, ref: 18064-014, Cergy Pontoise, France). The reaction was incubated according to the manufacturer's protocol. The reactions were completed to 50 μl and diluted at 1/12.5 before PCR. The assay for each gene consisted of 4-5 replicates per condition (except for SA = 2) and negative controls.

The ovine fetal ovary total RNA sample was reverse transcribed using Primer p(dT)15 for cDNA synthesis (Roche Diagnostic, ref 10814270001, Meylan, France) according to the manufacturer's protocol.

QPCR was performed from 3 μl of the final dilution using SYBR green fluorescence detection during amplification on an ABI Prism 7900 Sequence Detection System 2.1 (Applied Biosystems^®^) as previously described [74]. The real-time PCR amplification efficiency was calculated for each primer pair using six serial dilution points from the ovine fetal ovary cDNA sample (1:9; 1:3; 1:3; 1:3; 1:2; 1:2). After determination of the threshold cycle (Ct) for each LCM-derived aRNA sample, the PFAFFL method was applied to calculate the relative expression of each gene [75] using the 1:120 ovine fetal ovary cDNA dilution as calibrator sample.

The relative expression was normalized by the corresponding geometric average of two reference genes using geNorm v3.4 [76]: *β-actin *gene that was slightly expressed in our micro-array experiment and *RPL19 *gene that was found to be highly expressed and not regulated during follicle development.

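RPL19 had signals of 7796, 8350 and 10422 on the primordial, primary and secondary oocyte arrays and 8232, 8263 and 8603 on the GC arrays, a 1.05-fold ratio between the compartments. ACTB, cytoplasmic actin, had 73.7, 133 and 130 in oocytes and 168, 216 and 201 in GC, a 1.68-fold higher mean in GC. The log2 difference, oocyte minus GC, was 0.07 for RPL19 (standard error 0.31, adjusted p = 0.948 from limma) and -0.75 for ACTB (standard error 0.31, adjusted p = 0.440). The direction of RPL19 turned to -0.03 without the secondary stage.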

The significance of the relative expression data was tested using the one-way ANOVA models of R statistical software system (the Comprehensive R Archive National, http://www.cran.r-project.org). Models on raw data outlined a clear violation of the hypothesis of variance homogeneity. Therefore data were log transformed. No departure from model hypotheses was found in that case. For each gene, an ANOVA model was fitted, with the 2 factors "stage" (4 levels) and "compartment" (2 levels) with interactions. A backward variable selection procedure was applied for each gene, to decide whether the 2 factors have significant effects on the expression of the considered gene, that is: interaction effects, additive effects, "compartment" effect only, "stage" effect only or not differentially expressed. For that purpose, F tests were applied (lm and ANOVA functions in R).

## Authors' contributions

AB conceived and designed the study, performed LCM experiments, analyzed the microarray data, carried out the RT-PCR and statistical analyses, and was responsible for much of the writing. FB and JS participated in obtaining embedded ovary and staining sections. MS, helped in the statistical analyses. ET, CB and PM contributed to the development of the LCM protocol. LB provided the animals. LB, CB, CC, LL, PM, MS, GTK and BMP contributed to the conception and design of the study, and were involved in the drafting and revising the manuscript. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **RNA integrity along LCM**. Influence of the fixation step and microdissection time on RNA quality. Y axis: the quality of total RNA extracted from each staining section was checked using an Agilent 2100 bioanalyzer. X axis: time required for microdissection of each section. The pink line corresponds to RIN from a staining section fixed with 70% ethanol. The blue line corresponds to RIN from a staining section fixed with 75% ethanol. Click here for file

Additional file 2 **Quality control of labeled aRNA integrity**. One microliter of labeled or unlabeled primordial granulosa cell aRNA was analyzed on an RNA LabChip and Agilent Bioanalyser. **A**: unlabeled aRNA. **B**: aRNA labeled with the Turbo labeling Kit (biotin). Click here for file

Additional file 3 **Microarray performance**. Comparison of methods used to generate biotinylated cRNA (see material and methods) using quality control measures: % "present call" probe sets is the percentage of scored probe sets detected by the Affymetrix Microarray suite 5.0 (MAS.5.0) Scale Factor is the multiplier used to adjust the trimmed mean signal of a probe array to a selected target signal value (100 by default). 3'/5' ratio is the ratio of the 3' probe set signal intensity to the 5' probe set signal intensity of a transcript. 3'/M ratio is the ratio of the 3' probe set signal intensity to the Medium (M) probe set signal intensity of a transcript. Click here for file

Additional file 4 **Functional networks for compartment-specifically expressed genes (oocyte and GC)**. Click here for file

Additional file 5 **Canonical pathways of ocyte and granulosa cells**. Ten statistically significant enriched canonical pathway categories (p-value < 5 10**^-2^**) were revealed in the specific oocyte and granulosa cell gene lists. The X axis corresponds to the ratio of focus genes to pathway genes. Red and blue numbers correspond to the number of focus genes that contributed to the pathway (oocyte vs GC). Click here for file

Additional file 6 **Comparison of gene data sets with the literature**. Literature data: 1 - Dadé: Differentially expressed genes in mouse oocytes compared to other tissues. The selection was performed by *in silico *differential display between 3 mouse oocyte cDNA libraries and 13 selected tissues cDNA libraries. 2 - Gallardo: set of ovarian factor from mouse Foxo3 ovaries. Gene classes were revealed by comparative profiling from Mouse RNA affymetrix hybridization data sets including ovary RNA extracted at four time points spanning follicle assembly and early growth, and 14 somatic tissues containing LCM primary oocytes and LCM somatic cells. 3 - Pan: Mouse oocyte differentially genes expressed between primordial and primary follicular stages. Overall change in oocyte gene expression was characterized using Pd, Pm, Sec, SA and antral mouse follicles. 4 - Arraztoa: Primate oocyte-enriched transcripts between microdissected primordial stage and placenta RNA (control). Click here for file

Additional file 7 **BMP signaling pathway: an example of compartment crosstalk**. From the microarray data, we visualize the focus genes involved in the BMP signaling pathway. The genes specifically expressed in the oocytes are in red color and the genes specifically expressed in GC are in green color. Click here for file

Additional file 8 **Primer sequence (5'3') for real-time PCR**. Click here for file

# Supplementary material for: Transcriptome profiling of sheep granulosa cells and oocytes during early follicular development obtained by Laser Capture Microdissection
**Source:** BMC Genomics. 2011 Aug 18;12:417. doi: 10.1186/1471-2164-12-417
**Supplement:** Additional file 3 — Microarray performance. Comparison of methods used to generate biotinylated cRNA (see material and methods) using quality control measures: % "present call" probe sets is the percentage of scored probe sets detected by the Affymetrix Microarray suite 5.0 (MAS.5.0) Scale Factor is the multiplier used to adjust the trimmed mean signal of a probe array to a selected target signal value (100 by default). 3'/5' ratio is the ratio of the 3' probe set signal intensity to the 5' probe set signal intensity of a transcript. 3'/M ratio is the ratio of the 3' probe set signal intensity to the Medium (M) probe set signal intensity of a transcript.

| Samples | Protocol | % Hybridized Probe sets "present call" | Scale factor | GAPDH 3'/5' ratio | GAPDH 3'/M ratio | GST 3'/5' ratio | GST 3'/M ratio |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Bovine gonad | Protocol 1 | 57.1 | 3.79 | 1.17 | 1.13 | 0.53 | 0.96 |
| Ovine gonad | Protocol 1 | 49.8 | 3.42 | 1.19 | 0.8 | 0.08 | 0.5 |
| Ovine gonad | Protocol 2 | 38.6 | 5.1 | 67.67 | 10.76 | 1.49 | 2.86 |
| Ovine gonad | Protocol 3 | 37.8 | 6.53 | 112.08 | 14.98 | 1.14 | 1.54 |
| PDO | Protocol 3 | 34.13 | 3.00 | 20.82 | 13.84 | 2.54 | 4.45 |
| PMO | Protocol 3 | 29.39 | 4.87 | 19.66 | 19.84 | 1.08 | 2.03 |
| SECO | Protocol 3 | 31.96 | 4.59 | Na | 25.19 | 2.23 | Na |
| PDG | Protocol 3 | 36.52 | 2.36 | 10.58 | 13.89 | 0.5 | 1.42 |
| PMG | Protocol 3 | 30.12 | 4.83 | 31.25 | 21.08 | 4.5 | 5.03 |
| SECG | Protocol 3 | 35.41 | 3.03 | 23.85 | 18.55 | 1.57 | 2.68 |

# Supplementary material for: Transcriptome profiling of sheep granulosa cells and oocytes during early follicular development obtained by Laser Capture Microdissection
**Source:** BMC Genomics. 2011 Aug 18;12:417. doi: 10.1186/1471-2164-12-417
**Supplement:** Additional file 4 — Functional networks for compartment-specifically expressed genes (oocyte and GC).

| ID | Analysis | Molecules in Network | Score | Focus Molecules | Top Functions |
| --- | --- | --- | --- | --- | --- |
| 1 | Granulosa | ADORA2B, ADRA1B, ALB, AMBP, APOA1, BMP1, C4ORF41, CCDC88C, CCL3, CCR1, CHEMOKINE, CHRM4, CLCA2 (includes EG:9635), CXCL10, DNTT, FST, Gpcr, GPLD1, IGHG1, IRF3, ITIH5, KRT7, LGMN, MAP7D1, P2RY4, PDZRN4, peptidase, Pld, PLD4, PROC, SCN5A, STX1B, STXBP1, SYT7, TPP1 | 41 | 31 | Infection Mechanism, Cardiovascular Disease, Tachycardia |
| 2 | Granulosa | ACTA1, Actin, ANXA13, AP4M1, CNN1, CSN1S1 (includes EG:1446), DCTN6, DNAJC13, DVL1, FCER1A, Filamin, FLNB, GPR37, HECW1, Hsp70, Ige, INPPL1, IPP, KLHL2, LALBA, MYRIP, NCALD, OSBP, PACRG, Pak, PAK6, PFN1, PLEC1, PPM1E, Profilin, ROCK1, SMG5, TFRC, VIPR1, XPO6 | 38 | 29 | Tissue Development, Cellular Assembly and Organization, Cellular Compromise |
| 3 | Granulosa | BCAS3, BCL9, C21ORF33, Cbp/p300, CD8A, CHRNA3, CISH, Creb, CREB5, Cyclin A, DAB2IP, DNMT3B, E4F1, EPO, ERAF, G6PD, HIRIP3, Histone h3, Histone h4, HMGA2, IL15, MPZ, MRAS, NCF1, NDUFA3, NDUFB5, OPN1LW (includes EG:5956), PER2, Ras, RASSF1, RIN1, SATB1, SHOC2, SMC4, TBL1X | 38 | 29 | Cell Cycle, Cell-To-Cell Signaling and Interaction, Cellular Growth and Proliferation |
| 4 | Granulosa | ADIPOQ, AQP7, CCL22, CD80, CD3EAP, CIITA, DGAT1, DNA-directed RNA polymerase, HSPA1A, IKBKAP, IL1, IL8, IL-1R, IL1A, IL1B, IL1RAP, NFKB2, NFkB (complex), NFKBIA, PDE8A, PDZK1, PMM1, POLR1A, POLR2L (includes EG:5441), POLR3K, PPARG, PRMT2, Pro-inflammatory Cytokine, RELB, RNA polymerase II, SWI-SNF, TAF1A, TCERG1, TNNT1, ZBTB7A | 36 | 28 | Gene Expression, Lipid Metabolism, Molecular Transport |
| 5 | Granulosa | ACIN1, ADAM2, ADAM8, ADAM17, Akt, ATPase, CARD11, CD53, CSK, DCK, DDX19B, DLG1, ERCC3, FZD4, GRB10, GRID2, INSR, Integrin, KITLG, MAD2L1, Metalloprotease, MIR1, MYLK2, NP, Phosphorylase, PREX1, RUVBL2, SHANK2, SYT17, TAOK3, Transferase, TSC1, TSC22D4, TSPAN4, UBD | 36 | 28 | Cardiac Output, Cardiovascular System Development and Function, Cell Cycle |
| 6 | Granulosa | ABL1, AKAP13, ATN1, ATXN7, BAG1, BCAR3, ENOX1, Estrogen Receptor, Gcn5l, GIT1, GM2A, HEXA, ITGB3BP, LIFR, LSS, LYZ, MAX, N-cor, NEDD9, NR1H3, OSMR, PIP4K2A, POU1F1, PPARGC1B, Proteasome, PSMB10, Rb, RCC1 (includes EG:1104), Rxr, SETD7, STAM, TAF6, TOM1, tyrosine kinase, Ubiquitin | 34 | 27 | Genetic Disorder, Metabolic Disease, Neurological Disease |
| 7 | Granulosa | C1q, CD34, CD36, CD93, COL18A1, Collagen type I, Collagen(s), Complement component 1, CTSS, ERP44, FCGBP, FLI1, FMOD, GLYCAM1, HAPLN1, HSD11B1, IgG, IL2, IL18, IL12 (complex), IL12B, ITGB6, NCAN, PRRX1, PTX3, SELP, SERPING1, SRGN, Tgf beta, TGM2, TH1 CYTOKINE, Thyroid hormone receptor, TNC, TNFAIP6, ZNF384 | 32 | 26 | Cell-To-Cell Signaling and Interaction, Tissue Development, Carbohydrate Metabolism |
| 8 | Granulosa | 14-3-3, Alcohol group acceptor phosphotransferase, ATYPICAL PROTEIN KINASE C, Calmodulin, CDK5, DKC1, DUSP26, EIF2AK2, ERCC6L, ERK, G6PC, GRK4, Hsp90, HSPB6, Ikk (family), IQGAP1, IRAK1, KIF3A, KSR1, LLGL1, LYPLA2, MAP2K2, MAP2K5, MAP3K6, MAPK3, Mek, NEFM, Par6, PARD6B, PIM1, PLK1, PRKAA1, PRKCI, Rac, RGN | 30 | 25 | Amino Acid Metabolism, Post-Translational Modification, Small Molecule Biochemistry |
| 9 | Granulosa | ATP6V0C, CES5, CES2 (includes EG:8824), ELMO1, ELMOD2, HADHB, HDAC8, HNF4A, HPX, IFRD2, KIF3B, MIR124-1, MLKL, NUAK1, OSBP, PARP4, PARP16, PBX2, PGM1, PIGS, PNPLA6, PODXL, PROP1, RHOG, ROCK1, S100A9, SLC17A5, SLC39A7, SSFA2, STIM1, SULT1A1, TBC1D15, TCIRG1, TLE3, USP2 | 21 | 20 | Carbohydrate Metabolism, Cell Death, Developmental Disorder |
| 10 | Granulosa | C3ORF34, C8ORF41, CCDC82, CEBPB, DLG4, E2F4, GUF1, HNF4A, ISOC1, L2HGDH, MRTO4, MSRB2, NUDT11, ONECUT1, ORMDL1, SEPX1, SGSH, SH3BGRL2, TMEM176A, TRAF6, TRMT6, VHL, ZNF146 | 19 | 16 | Post-Translational Modification, Gene Expression, Cellular Development |
| 1 | Oocyte | 14-3-3, AFP, Akt, AKT1S1, BAG2, BMP15, C5ORF22, CA9, CTNNAL1, DCC, DYRK1B, E2f, E2F1, ELOF1, FOXA1, GDF9, Histone h3, HN1, IL1R1, MLXIP, MTUS1, MYB (includes EG:4602), NEK1, NFKB1, NFKBIL2, NR5A2, P38 MAPK, PI3, PRLR, RHOBTB2, SKA2, THAP7, TRIB3, TSC2, ZNF350 | 45 | 30 | Cell-To-Cell Signaling and Interaction, Reproductive System Development and Function, Tissue Development |
| 2 | Oocyte | Ap1, APOB, ARG1, ATF3, BATF, CAMP, CEBPG, CNKSR1, Creb, CREB1, Cyclin A, DBT, DNER, DUSP10, EIF2S2, FANCC, FEN1, GIPC2, GTF2H3, Hsp70, Jnk, MAFK, MAPK10, NFkB (complex), QTRT1, Ras, Ras homolog, RHOG, RHOT2, RHPN1, RNASEH2A, RPA2, SEMA4B, TNFRSF4, UNC119 | 38 | 27 | Organismal Development, Gene Expression, Cell Morphology |
| 3 | Oocyte | Actin, Alpha tubulin, ATPase, CNP, COTL1, CRLF3 (includes EG:51379), DMAP1, DNASE1, DPYSL2, EPN2, F Actin, FHIT, GDA, MIR124, MYH1, MYH8, MYH9, Myosin, OCLN, Pak, PAK4, PFDN4, PHLDA1, PTBP1, PXN, Rac, RASGRP2, SLC15A4, SNRPA, STMN4, TBCD, Tubulin, VPS4B, WASF2, WBP4 | 36 | 26 | Cellular Movement, Nervous System Development and Function, Cellular Assembly and Organization |
| 4 | Oocyte | Calmodulin, CENPE, CENPF, CPNE2, CSNK1G2, CYP26A1, CYP4F2, DIO1, DRD5, DSP, EID1, Estrogen Receptor, GNA12, HEY1, Histone h4, Hsp90, MTA1, PCNT, Phosphoinositide phospholipase C, PLC, PLCB3, PLCD1, PLCZ1, PPP5C, Rar, Rb, RUNX2, Rxr, RYR1 (includes EG:6261), SLC9A1, SNAPC3, SOST, TRIM24, UBAC1, UBR4 | 35 | 26 | Cell Morphology, Skeletal and Muscular System Development and Function, Cell-To-Cell Signaling and Interaction |
| 5 | Oocyte | ACTN3, Alpha Actinin, CD37, CD82, COL10A1, Collagen type I, Collagen(s), CSPG4, FGB, Fibrinogen, ICAM1, IGF2, IGFBP5, Integrin, Integrin alpha 3 beta 1, Integrin alpha 4 beta 1, Integrinα, ITGA3, ITGB2, LAMA3, Laminin, LGALS3, LMO7, LTBR, MHC Class II, Mmp, MMP13, MMP19, MMP23B, MYPN, PDLIM2, PLG, SERPINC1, XPNPEP2, ZYX | 30 | 24 | Cell-To-Cell Signaling and Interaction, Tissue Development, Cellular Movement |
| 6 | Oocyte | ACP1, BCR, BLNK, CD3, CD8, CD38, CD79B, CD8B, CUL4A, DDB2, IFN ALPHA RECEPTOR, Igm, KLRA1 (includes EG:10748), LAT, LCK, MED15, MHC Class I (complex), MHC CLASS I (family), NCK, PRUNE, PTPN6, PTPN22, RBBP5, RNA polymerase II, SLA2 (includes EG:84174), SLC27A2, SLC9A8, Sos, SYK/ZAP, TCR, TNNT2, TRIM11, VAV, XAB2, ZAP70 | 26 | 22 | Cellular Development, Hematological System Development and Function, Hematopoiesis |
| 7 | Oocyte | ATG9A, BAT4, C6ORF165, C6ORF170, CCDC49, CCDC85B, CEBPZ, CHCHD3, ETV6, ETV7, FAM164C, FAM50B (includes EG:26240), FBXL6, FBXL7, FBXO32, HNF4A, HNRNPC, IPO13, KDM2B, KIAA1045, L3MBTL, MIR293, NFYB, PLXNC1, PRRG2, RBM41, SFRS17A, SKP1, SLC25A28, SLC39A8, STAT4, TLE6, TM7SF3, ZNF524, ZNF764 | 20 | 18 | Gene Expression, Cell Cycle, Cellular Movement |

# Supplementary material for: Transcriptome profiling of sheep granulosa cells and oocytes during early follicular development obtained by Laser Capture Microdissection
**Source:** BMC Genomics. 2011 Aug 18;12:417. doi: 10.1186/1471-2164-12-417
**Supplement:** Additional file 6 — Comparison of gene data sets with the literature. Literature data: 1 - Dadé: Differentially expressed genes in mouse oocytes compared to other tissues. The selection was performed by in silico differential display between 3 mouse oocyte cDNA libraries and 13 selected tissues cDNA libraries. 2 - Gallardo: set of ovarian factor from mouse Foxo3 ovaries. Gene classes were revealed by comparative profiling from Mouse RNA affymetrix hybridization data sets including ovary RNA extracted at four time points spanning follicle assembly and early growth, and 14 somatic tissues containing LCM primary oocytes and LCM somatic cells. 3 - Pan: Mouse oocyte differentially genes expressed between primordial and primary follicular stages. Overall change in oocyte gene expression was characterized using Pd, Pm, Sec, SA and antral mouse follicles. 4 - Arraztoa: Primate oocyte-enriched transcripts between microdissected primordial stage and placenta RNA (control).

| **References** | **Species** | **Compartment** | **Data** | **Identified gene number** | **Bovine Affymetrix chip** | **Our data set** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Present gene number** | **Detected gene number** | **Oocyte detected gene number** | **Granulosa detected gene number** |
| **Dadé (1)** | Mouse | oocyte | enriched by In silico DD | 104 | 69 | 60 | 57 |  |
| **Gallardo (2)** | Mouse | oocyte | Class IA-follicle assembly/meiosis | 32 | 8 | 6 | 6 |  |
| Class IC-oocyte-specific, early maturation only | 14 | 3 | 3 | 3 |  |
| Class IB-oocyte-specific, early, and late maturation | 66 | 12 | 9 | 7 |  |
| Class III-Unfertized egg | 84 | 50 | 37 | 31 |  |
| somatic cells | Class ID-follicle growth, somatic | 24 | 12 | 8 |  | 6 |
| **Pan (3)** | Mouse | oocyte PD/PM | increase | 197 | 116 | 89 | 80 |  |
| decrease | 213 | 135 | 120 | 109 |  |
|  | somatic cells | 9 | 9 | 5 |  | 5 |
| **Arraztoa (4)** | Monkey | oocyte PD | enriched/placenta | 79 | 44 | 36 | 31 |  |

# Supplementary material for: Transcriptome profiling of sheep granulosa cells and oocytes during early follicular development obtained by Laser Capture Microdissection
**Source:** BMC Genomics. 2011 Aug 18;12:417. doi: 10.1186/1471-2164-12-417
**Supplement:** Additional file 8 — Primer sequence (5'3') for real-time PCR.

| gene | Reference | Up primer | Down primer |
| --- | --- | --- | --- |
| GDF9 | [NM_001142888.1](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?val=NM_001142888.1) | CAACACTGTTCGGCTCTTCA | CAGCAGATCCACTGATGGAA |
| BMP15 | AF236078S2 | CATGATGGGCCTGAAAGTAAC | CCCGAGGACATACTCCCTTA |
| MATER | AY721594 | GCTGGAGGCGTGTGGACTG | GGTCTGTAGATTAGAGGTGGGATGC |
| MAEL | CU653136 | CAAACACACCCACTGGTGAC | GTATCCGTGTTTTGGGGATG |
| SOHLH2 | CU638088 | ACAGCACACCCCAACTGTCT | GGCACCCAATAGGTGGTCTA |
| VASA | AF541971 | CGAGGGCTGGATATTGAAAA | TGCCAGTATTTCCACCACGA |
| SIRT7 | EE831540 | TGCAGCTCCTCATGGAT | ACTATGGCTGCCTTCTT |
| AMH | EV97COZ06DJDPJ* | CCTCAGTCGGACCGCAA | TTGCCTGTGTAGGCTGT |
| FST | M63123 | TCCAGGCAGCTCTACAT | GGGTAGGTCACTCCATCA |
| GATA 4 | XM_616466.4 | CCCGGAGGTAGCAGAGTTAT | TGTGGGTTAGGGAAGGGTAT |
| KITLG | EWZ7IHI02DESHV* | CACAGGATAACTTTGAGTGC | TGTGTATGTGTATGTACTGTAAGTGT |
| ACTINE β | NM_001009784 | CCAGCACGATGAAGATCAAG | ACATCTGCTGGAAGGTGGAC |
| RPL19 | AY158223 | CACAAGCTGAAGGCAGACAA | TGATGATTTCCTCCTTCTTGG |

* available at <https://isgcdata.agresearch.co.nz/>

How the deposited data were processed for this re-analysis (not part of the article)

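The data are the array signals of LCM-derived aRNA from sheep oocytes and GC (6 arrays, 1 for each compartment at the primordial, primary and secondary stage) and of fetal ovary RNA (3 ovine arrays labeled by protocols P1, P2 and P3, and 1 bovine array labeled by P1). All 10 were Affymetrix Bovine Genome Arrays, each hybridized with a single labeled sample. Conditions were taken from the sample labels and the methods. The intensity values were made by the authors, who interpreted the array images with MAS 5.0 in GCOS, giving 1 linear signal per probe set, with each array scaled to a target of 100 and no normalization between arrays. The version of GCOS is not given in the sources used here. On every array the mean after trimming 2% of values at each end is 100, and 38 of 38 GAPDH and GST ratios computed from the signals lie within 3% of those in Additional file 3, which leaves out 2. The qPCR measurements and the small antral samples were not analysed here.

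Probe sets were paired with gene symbols through the platform table: of 24016 probe sets that are not controls, 13318 carry a single symbol, 86 several and 10724 none, for 9156 different symbols. Signals were analysed on the log2 scale after adding 16. A probe set was counted as detected on an array when its signal ranked within the number of present probe sets the paper gives for that array, since detection calls were not used here. This stands in for the detection calls of the paper and does not name the same probe sets. A ratio whose lower side was not detected on any array of its side is given as at least the ratio obtained with the lowest detected signal of each such array in place of lower signals, and is left out where that falls under 1. Other ratios use the signals as measured, also where a part of the lower side was not detected. Fetal arrays used the percentages of Additional file 3. Probe sets detected on at least 1 of the 6 LCM arrays (11080, of 6107 genes) were tested between oocyte and GC with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with stage as a factor and Benjamini-Hochberg adjusted p under 0.05. Stages were compared the same way with compartment as a factor. Because each condition has 1 array, the 3 stages serve as the repeats and the residual holds the difference between compartments that varies with stage. All p-values of limma here rest on that model.

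The gene lists (oocyte, meiosis, GC, theca and stroma, endothelial, smooth muscle, blood cell, leukocyte, milk protein, BMP and TGF beta pathway, interleukin and chemokine, proliferation, cell death, steroid synthesis, cholesterol synthesis, cytoskeleton and cell shape, axon guidance, extracellular matrix, ribosomal protein, oxidative phosphorylation, immediate early and heat shock, sirtuin and RNA polymerase I genes) came from general knowledge, and the study oocyte and GC network lists from Additional file 4. They were tested on the oocyte minus GC contrast over genes. The tests were camera of limma at a preset correlation of 0.01, camera at an estimated correlation, and fry. Camera at an estimated correlation tests with the few residual degrees of freedom of these arrays. A call lost there need not reflect correlation among the members. A gene was represented by the tested probe set with the highest mean log2 signal. A list needed more than 2 tested members, which left 23 lists.

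The genes named are those the paper names for its arrays or qPCR, the 10 genes with the largest mean difference in each direction among those with 1 sign at all 3 stages and detected on all 3 arrays of the higher compartment, the 5 genes with the largest rise and fall from the primordial to the secondary stage in each compartment, detected on the higher array and with a primary signal no lower than the primordial one for a rise and no higher for a fall (the reading taken here of an ambiguous rule), 2 to 4 members of each list with the largest mean differences, and the 5 genes with the largest sheep and cattle difference each way. Genes named outside that rule are said to be so. The rule gave 133 genes, 126 of them tested. Of 26 symbols the paper names, 5 (SOHLH2, DDX4, WEE2, FOXA1 and BNC1) are carried by no probe set.

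Alternatives set before the data were examined were offsets of 1 and 64, quantile normalization and median centring of the LCM arrays, no filter and a filter on detection on all 3 arrays of a compartment, no stage term, leaving out each stage, the mean of a gene's probe sets, detection at signals of 50 and 100 or for 7500 probe sets on every array, detection on all 3 arrays or by genes, other scales for the correlations, and the fold definition of Table 2. Those added later were a variance trend in eBayes, the ratio of mean signals, the 2-fold counts over all probe sets, and detection without the secondary stage. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures.

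The code was tested on simulated data with the means of the 11080 probe sets and a spread drawn from the fitted variance prior, in which 200 probe sets were shifted between oocyte and GC. At a log2 size of 1, 2 and 3, limma called 2 of 67, 12 of 67 and 59 of 66 of them, with 4 false calls, and with the spread made smaller 64, 67 and 66 of them. A simulated list of 25 members shifted by 1 was called by camera, and 0 of 100 unshifted lists were. The simulated members varied independently of each other. The estimated correlation of the smooth muscle genes, for example, was 0.537, so these counts do not show camera's rate of false calls on the real lists.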

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

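All tests of explanations in this part were chosen only after the result was seen, and those of carried-over oocyte RNA and of scaling for the theca and stroma pattern were replaced after their first values were seen. For carry-over these were the lowest share (the GC signal of MAEL, 0.14 of the oocyte signal), which rests on 1 gene, and the 6 of 11 oocyte genes with signals within 2-fold on both secondary arrays, which restates the pattern, and for scaling the theca and stroma median of -1.03 with median centring, which moved almost nothing. Chance alone puts an array this far from the others in about 1 of 20 comparisons, and 15 measures were compared over the 6 LCM arrays, of which 2 had such an array.

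The GAPDH 3'/5' ratio of the secondary oocyte array, 328.0, lay far from the other LCM arrays (10.6 to 31.3). Its 5' signal, 40.5, was below the detection limit of 71.3, so the ratio is at least 186, and Additional file 3 gives none. The mean signal of the Bacillus 3' probe sets on the primary GC array, 1205.9, lay far from the others (128.9 to 530.0).

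The oocyte genes, called higher in oocytes over all stages by camera (adjusted p = 0.0318, but adjusted p = 0.590 with an estimated correlation), had a median log2 difference of -0.08 at the secondary stage, opposite in sign to both other stages; the difference between stages was not tested. A swap of the labels of the secondary oocyte and GC arrays is argued against by the GC list, of which 7 genes (among them FST, INHA, HSD17B1 and GJA1) were at least 2-fold higher on the secondary GC array and 1 on the secondary oocyte array. Oocyte RNA carried into the secondary GC capture is argued against as the whole explanation: it needs the 12 oocyte genes to lie about 1.10 higher on the secondary than on the primordial GC array, where their median difference was -0.05 (SD 0.75) and, against the primary GC array, -0.61 (SD 0.61), while it was -1.42 from the primordial to the secondary oocyte array, and ZP2, named here after its values were seen, had 3.0 times its oocyte signal in GC. Stromal cells captured with the secondary oocytes cannot be told apart from a change in the oocytes themselves: the median of the theca and stroma genes differed by 0.05 between the secondary and the primordial oocyte array, and the abundant COL3A1, COL1A2 and DCN, at 4883, 8749 and 1848, lay close to the 4765, 8988 and 1781 of the primordial oocyte array, but the members went both ways and such a level at the start would hide a further share. A change of the oocyte with stage, which the design names, stays open and untested, and so does a part of carry-over beside it. The secondary oocyte array is also the one with the GAPDH 3'/5' ratio far from the others (at least 186 against 10.6 to 31.3). Whether that bears on these genes was not tested.

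Theca and stroma genes, called higher in GC by camera (adjusted p = 0.0102, but adjusted p = 0.590 with an estimated correlation), had a median log2 difference of 0.19 at the secondary stage, opposite in sign to both other stages; the difference between stages was not tested. At the primordial stage the stroma and smooth muscle genes were higher on the GC array. A single scaling factor for an array moves all its genes alike and is argued against, since the other 6087 genes had a median of 0.05 there. The median of the 20 theca, stroma and smooth muscle genes less that of the others was -1.15 (SD of the 20 genes 0.82). Of these genes, 19 of 20 lay below the median of the others. Both lists had been called against other genes, so that gap restates the pattern. Effects that vary with the signal level were not tested. Endothelial genes, a list outside this pattern, had a median of -1.06 there, which is what neighbouring cells captured with the primordial GC would give, so that capture is a candidate explanation. A higher expression of these genes in flattened GC stays open and untested.

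On the secondary oocyte array, 4 probe sets had a signal + 16 at least 8-fold above every other LCM array, and on the other LCM arrays 0 did. That limit was kept after limits of 4-fold (5 on this array, 10 on the primordial GC, 4 on the primary oocyte, 2 on the primary GC and 1 on the secondary GC array) and 16-fold (2 on this array) had also been looked at. They were 2 probe sets for the globin HBB, with signals of 2990 and 3838 against at most 334 and 398 on the other LCM arrays, and 2 control probe sets whose target the sources used here do not name, with 1077 and 2554 against at most 5.80 and 16.6 there. The scaling of the arrays is argued against for the globin signals, since the median signal of that array was 35.7 and the LCM arrays ranged from 28.4 to 36.8. Blood cells captured with the secondary oocytes stay open: 3 of the 4 tested blood cell genes were highest on that array, HBE1 was not (18.4, against 92.4 on the secondary GC array), and the red cell genes HBA, AHSP, HBM, SLC4A1 and ALAS2, named here after their values were seen, had 42.6, 27.7, 21.9, 7.00 and 4.89 there but were not detected on any of the 10 arrays, so that they exclude nothing, while HBB and HBG share sequence and are not independent, and no biological explanation was tested.

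The splits of the 6 LCM arrays are too few for a share under 0.05. Of 10 splits, 1, the real one, gave as many as 1241 probe sets at an unadjusted p under 0.05 (highest other 813), and 1, the real one, as many as 10 called lists (highest other 6). Among these 10 are both study network lists, which the study chose on these arrays with the real grouping. The comparison of called lists therefore favours the real split. At the adjusted threshold all 10 gave 0 probe sets. Of the 4 splits with an array of each stage on both sides, 1, the real one, gave as many as 102 probe sets at least 2-fold apart at every stage (highest other 55).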

How the results depend on the processing

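The variance trend in eBayes, the ratio of mean signals, the counts over all probe sets and the detection without the secondary stage were chosen after seeing the data; the other alternatives were planned. The stage term of the fit pairs the oocyte and the GC array of each stage, and without it 0 and 0 probe sets passed limma's test as with it. No paired analysis was possible because each condition has 1 array, as far as pairing by replicate goes. The number of probe sets higher in oocytes and in GC, 0 and 0, became 1 and 11 with an offset of 64 and 1 and 12 with the variance trend, and was 0 and 0 under the other alternatives run. The 44 and 58 probe sets at least 2-fold apart at every stage were 110 and 122 with an offset of 1, 5 and 23 with an offset of 64, 55 and 50 with median centring, and between 158 and 231 (oocyte) and between 197 and 287 (GC) in the leave-one-out of a stage, where fewer stages must pass. Probe sets detected only in oocytes and only in GC (1110 and 1590) were 2251 and 1526 with a signal of at least 50, 1031 and 816 with a signal of at least 100 and 1463 and 1284 with 7500 on every array, so that the larger side turned, and 31 and 104 on all 3 arrays and 290 and 452 as genes; with the secondary stage left out of detection they were 1161 and 1572. The sheep and cattle overlap of 90.9% was 85.6%, 78.4% and 75.2% at signals of 50 and 100 and for 7500 probe sets. The P1 and P3 correlation of 0.835 was 0.792 and 0.840 with offsets of 1 and 64, 0.777 on linear signals and 0.72 over detected probe sets, and the control transcript correlation of 0.971 was 0.933 on the log2 scale and 0.945 against the fetal ovary array. The 10 lists called by camera were 6 without the primordial stage, and between 6 and 10 in the leave-one-out of a stage. Fry called 0 lists, but 1 with quantile normalization (adjusted p = 0.00855) and 1 with the filter on all 3 arrays of a compartment (adjusted p = 0.0342). With an offset of 64, 99 probe sets passed between secondary and primordial follicles and 14 between secondary and primary, against 0 and 0. Where no value shows the cause, the cause was not tested. Of 1479 values of the named genes under other settings, 30 in 23 genes had the other sign. The detection limit of each array is a rank and not a measure of background. It does not show whether signals under it differ from background.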

Differences from the paper's values

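The mean correlation of the control transcripts was 0.971, against the paper's 0.92. Of the alternatives set before the data were examined, neither the log2 scale (0.933) nor the comparison with the fetal ovary array alone (0.945) reached it. Probe sets detected only on GC arrays numbered 1590, against the paper's 1050 transcripts. The paper's count rests on its present calls and a filter over the probe sets of a transcript, which differ from the detection used here. The counts at signals of at least 50 (1526) and 100 (816) and with 7500 probe sets per array (1284) lay within 1.5 times of it, and those on all 3 arrays (104) and by genes with all probe sets detected (452) did not.

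The fold of KL in Table 2 is -7.5 in the paper and was -1.07 here, and that of GATA4 is -2.1 in the paper and was -1.13 here. KL was not detected on any LCM array, so its folds here divide signals below the detection limit. They are given only to stand beside the paper's value. Neither the definition in the notes of Table 2, which gave -18.4 and -3.19, nor the ratio of mean signals, which gave -1.42 and -1.16 and was chosen after seeing the values, reached either. For the other folds read from that table, the paper's 2.3 for MAEL, 1.5 for MATER, 1.3 for GDF9 and -7.3 for FST stand beside 2.11, 1.51, 1.19 and -5.37. The definition in the notes gave 7.09, 4.67, 2.81 and -51.2 for these, and the ratio of mean signals 1.85, 1.51, 1.30 and -7.28. The -7.3 was read as FST, though the layout also leaves AMH possible. The ratio of mean signals was -6.49 for AMH, but from signals below the detection limit on every LCM array, so it cannot decide between the genes. A further fold of that table could not be assigned to BMP15 or SIRT7.

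The paper gives a higher 3'/5' than 3'/M ratio for GAPDH and GST with amplified RNA. For GAPDH this was so with P2 (67.7 against 10.8) and P3 (112.0 against 15.0), and for GST the 3'/5' ratio was the lower (1.49 against 2.87 and 1.14 against 1.54). Table 2 lists LAS1L and PHGDH as GC only, and both were counted as detected on 3 of 3 oocyte arrays here, with higher signals in GC at every stage. The paper proposes that IL1R is expressed in oocytes alone and states a specific GC expression of interleukins such as IL1-beta. Here neither IL1R1 nor IL1B was detected on any LCM array, so the arrays as read here do not place them. The paper describes SIRT7 as confined to the oocyte, from its gene lists and the replicated qPCR profile of Figure 4, which was not analysed here. On the arrays it was counted as detected on 2 oocyte and 2 GC arrays, with a mean log2 difference of 0.76. That count depends on the limit of each array. The secondary oocyte signal of 67.5 missed its limit of 71.3. The lower primordial and secondary GC signals of 60.0 and 60.2 passed limits of 49.4 and 54.0. The paper describes the axon guidance pathway of Additional file 5 in oocytes. The axon guidance list used here came from general knowledge and not from that file, and of its 11 genes tested 9 had a higher mean in GC.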

Other observations

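Genes of oxidative phosphorylation were, as a group, higher on the oocyte arrays, 40 of 50 by mean and 21 at every stage, with medians of 0.30, 0.29 and 0.06 at the primordial, primary and secondary stages. NDUFB2, a subunit of complex I, was 1.90-fold higher although its probe sets differ in sign, NDUFB9 1.72-fold, COX5A, of cytochrome c oxidase, 1.71-fold and UQCRQ 1.67-fold. Camera gave an adjusted p = 0.0318, and the adjusted p = 0.590 with an estimated correlation. Of its genes 0 passed limma's test over all probe sets, with 3 at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The call ended without the primordial stage (adjusted p = 0.272), without the primary stage (adjusted p = 0.107) and with the mean of a gene's probe sets (adjusted p = 0.0545).

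Ribosomal protein genes were divided, 31 of 58 higher by mean in oocytes, with 39 higher in GC at the primordial stage (median -0.16) and 41 higher in oocytes at the secondary stage (median 0.15). RPS29, RPS26 and RPL35A were 1.64-fold, 1.57-fold and 1.47-fold higher in GC and RPS15 1.42-fold higher in oocytes. The adjusted p from camera was 0.777 (adjusted p = 0.949 with an estimated correlation), 0 genes had an unadjusted p under 0.05, 0 passed limma's test and 0 when adjusted over the list alone, and the median was 0.01 and the mean -0.02. Among immediate early and heat shock genes, 9 of 20 had a higher mean in oocytes, with medians of -0.37, -0.09 and 0.17 by stage. MYC, a growth regulator, was 2.38-fold and IER3 1.80-fold higher in GC at every stage. HSP90AA1, a chaperone, was 2.08-fold higher in oocytes by the probe set used here, with 2359 against 602 at the secondary stage. Its other probe set, detected on all 6 arrays, had a mean log2 difference of 0.09, with 511 against 463 at that stage. ATF3 was 2.02-fold higher in oocytes, but 1.21-fold without the secondary stage. Without the primordial stage ATF3 was 3.27-fold as measured and at least 1.01-fold as a bound. The adjusted p from camera was 0.777 (adjusted p = 0.836 with an estimated correlation), 0 genes passed limma's test, 3 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone.

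Milk protein genes, which the ovary is not known to make, had signals on the primary GC array of 183 for LALBA, 302 for CSN1S2 and 122 for CSN3, against at most 39.1, 70.3 and 19.2 on the other LCM arrays. The primary GC array is also the one with the highest Bacillus 3' signals, barely past the limit for an array far from the others. The milk protein list was not called by camera (adjusted p = 0.292, and adjusted p = 0.590 with an estimated correlation), but was with the mean of a gene's probe sets (adjusted p = 0.0226), where no list was called with an estimated correlation (lowest adjusted p = 0.385). In limma's test 0 of 4 genes passed, 1 had an unadjusted p under 0.05, and 1 (LALBA) passed when adjusted over the list alone. CSN2 was 1.49-fold higher in oocytes, with probe sets that differ in sign. The probe set used was detected on all 6 LCM arrays, at 463, 730 and 525 on the primordial, primary and secondary oocyte arrays and 317, 459 and 350 on the matching GC arrays.

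Oocyte and GC arrays of a stage were about as alike as arrays of a compartment. The mean correlation of log2 signals was 0.889 within a compartment (6 pairs), 0.891 between compartments at the same stage (3 pairs) and 0.879 between compartments at different stages (6 pairs). These correlations are across probe sets, which are not independent replicates. The oocyte minus GC differences of the stages had correlations across probe sets of 0.277 (primordial and primary), 0.109 (primordial and secondary) and 0.097 (primary and secondary). Of 6107 genes, 36.7% had the same sign at all 3 stages, against the 25% that chance gives.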
